# *Lactiplantibacillus plantarum* LOC1 Isolated from Fresh Tea Leaves Modulates Macrophage Response to TLR4 Activation

**DOI:** 10.3390/foods11203257

**Published:** 2022-10-18

**Authors:** Masahiko Suzuki, Leonardo Albarracin, Yuji Tsujikawa, Kohtaro Fukuyama, Iwao Sakane, Julio Villena, Haruki Kitazawa

**Keywords:** *Lactiplantibacillus plantarum*, LOC1, tea leaves, immunobiotic, macrophages, TLR4, genomics

## Abstract

Previously, we demonstrated that *Lactiplantibacillus plantarum* LOC1, originally isolated from fresh tea leaves, was able to improve epithelial barrier integrity in in vitro models, suggesting that this strain is an interesting probiotic candidate. In this work, we aimed to continue characterizing the potential probiotic properties of the LOC1 strain, focusing on its immunomodulatory properties in the context of innate immunity triggered by Toll-like receptor 4 (TLR4) activation. These studies were complemented by comparative and functional genomics analysis to characterize the bacterial genes involved in the immunomodulatory capacity. We carried out a transcriptomic study to evaluate the effect of *L. plantarum* LOC1 on the response of murine macrophages (RAW264.7 cells) to the activation of TLR4. We demonstrated that *L. plantarum* LOC1 exerts a modulatory effect on lipopolysaccharide (LPS)-induced inflammation, resulting in a differential regulation of immune factor expression in macrophages. The LOC1 strain markedly reduced the LPS-induced expression of some inflammatory cytokines (*IL-1β*, *IL-12*, and *CSF2*) and chemokines (*CCL17*, *CCL28*, *CXCL3*, *CXCL13*, *CXCL1*, and *CX3CL1*), while it significantly increased the expression of other cytokines (*TNF-α*, *IL-6*, *IL-18*, *IFN-β*, *IFN-γ*, and *CSF3*), chemokines (*IL-15* and *CXCL9*), and activation markers (*H2-k1*, *H2-M3*, *CD80*, and *CD86*) in RAW macrophages. Our results show that *L. plantarum* LOC1 would enhance the intrinsic functions of macrophages, promoting their protective effects mediated by the stimulation of the Th1 response without affecting the regulatory mechanisms that help control inflammation. In addition, we sequenced the LOC1 genome and performed a genomic characterization. Genomic comparative analysis with the well-known immunomodulatory strains WCSF1 and CRL1506 demonstrated that *L. plantarum* LOC1 possess a set of adhesion factors and genes involved in the biosynthesis of teichoic acids and lipoproteins that could be involved in its immunomodulatory capacity. The results of this work can contribute to the development of immune-related functional foods containing *L. plantarum* LOC1.

## 1. Introduction

*Lactiplantibacillus plantarum* are nomadic lactic acid bacteria (LAB) [1] and are known for their significant intraspecific versatility. This species of LAB is frequently isolated from dairy foods as well as fresh and fermented plant and meat. *L. plantarum* are also inhabitants of the gastrointestinal and urogenital tracts of humans and animals [2]. Consistent with its environmental range, *L. plantarum* strains have larger genomes compared with other species of LAB [3]. *L. plantarum* is widely used in the industry to produce numerous fermented foods, and certain strains are used as probiotics for the improvement of human and animal health.

Some *L. plantarum* strains have been shown to exert immunomodulatory effects on the host. Studies have demonstrated that strains such as *L. plantarum* CRL1506, MPL16 and LRCC5310 are able to regulate the Toll-like receptor 3 (TLR3)-mediated immune response in the intestinal mucosa and to increase the production of interferon (IFN)-γ and IFN-β as well as antiviral factors increasing the protection against viral infections [4,5,6,7]. *L. plantarum* YU was shown to strongly augment IL-12 production by intestinal antigen-presenting cells [8], which was associated with TLR2 stimulation. On the other hand, it was reported that *L. plantarum* strains are also able to regulate TLR4-mediated immunity. It was shown that the exopolysaccharide (EPS) of *L. plantarum* L-14 is able to regulate the inflammatory response triggered by lipopolysaccharide (LPS) administration to mouse RAW 264.7 macrophages [9]. The EPS from the L-14 strain reduced the expression of the inducible nitric oxide synthase and diminished the proinflammatory mediators interleukin (IL)-6, IL-1β and tumor necrosis factor (TNF)-α. *L. plantarum* L15 was shown to reduce the expression of TLR4, MyD88 and genes related to the NF-κB signaling pathway, inducing increased protection against ulcerative colitis [10], while mice treated with a mixture of three *L. plantarum* strains (KLDS 1.0318, KLDS 1.0344, and KLDS 1.0386) had significantly lower production of intestinal TNF-α, IL-6 and IL-12 and reduced gut tissue injury after the challenge with LPS [11]. Thus, the immunomodulatory probiotic or immunobiotic *L. plantarum* strains, particularly those with the ability to regulate TLR-mediated immune responses, are interesting alternatives to develop functional foods with the capacity to improve immune health [4,5,12].

Members of the *Lactobacillus* group have been isolated from fermented tea leaves including the species *Lactiplantibacillus pentosus* [13], *Limosilactobacillus fermentum* [14] and *L. plantarum* [15]. Meanwhile, the isolation of *Lactobacillus* strains from fresh tea leaves (*Camellia sinensis*, Theaceae) has been less explored [16]. In this regard, we recently isolated LAB strains from fresh tea leaves and evaluated the impact of selected strains on the intestinal barrier integrity using co-culture in vitro models of the small and large intestine [17]. Among the studied strains, *L. plantarum* LOC1 was able to improve epithelial barrier integrity and the expression of occludin and mucin genes in Caco-2/HT29-MTX mono- or co-cultures challenged with dextran sodium sulfate (DSS). These results showed that *L. plantarum* LOC1 is an interesting probiotic candidate with beneficial effects on the intestinal barrier.

To the best of our knowledge, few studies have evaluated the potential probiotic and immunobiotic properties of *L. plantarum* strains from fresh tea leaves. Carrying out these studies would be of great importance to find microorganisms with beneficial properties for health, which also have biotechnological properties not found in bacteria of dairy origin. Therefore, the objective of this work was to continue characterizing the potential probiotic properties of the LOC1 strain, focusing on its immunomodulatory properties in the context of innate immunity triggered by TLR4 activation. These studies were complemented by comparative and functional genomics analysis to characterize the bacterial genes involved in the immunomodulatory capacity.

## 2. Materials and Methods

### 2.1. Microorganisms

*Lactiplantibacillus plantarum* strains LOC1 and LOC3 were isolated from fresh tea leaves from a Kagoshima tea plantation in Japan [17]. *Lacticaseibacillus rhamnosus* CRL1505 and *L. plantarum* CRL1506 belong to CERELA-CONICET Culture Collection (Tucuman, Argentina) and were originally isolated from goat milk [6]. Stock cultures were stored at −80 °C in De Man, Rogosa and Sharpe (MRS) broth (Oxoid, Basingstoke, UK) broth containing 30% glycerol. Lactobacilli were propagated twice in MRS broth prior to use. Bacteria were grown overnight anaerobically at 37 °C in MRS broth. Lactobacilli from the stationary phase were harvested by centrifugation at 8000× *g*, followed by two washes with PBS.

### 2.2. Cell Cultures

RAW264.7, a mouse macrophage cell line (RIKEN Cell Bank, Tsukuba, Japan), was cultured in high-glucose Dulbecco’s modified Eagle medium (DMEM) (Thermo Fisher Scientific, Tokyo, Japan) containing 10% fetal bovine serum (FBS), 100 U/mL penicillin, and 100 μg/mL streptomycin (Thermo Fisher Scientific, Tokyo, Japan) at 37 °C in a humidified incubator containing 5% CO_2_.

Mouse intestinal epithelial (MIE) cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Thermo Fisher Scientific, Tokyo, Japan) supplemented with 10% fetal calf serum, 100 U/mL streptomycin, and 100 mg/mL penicillin at 37 °C in an atmosphere of 5% CO_2_. MIE cells grow rapidly and have a cobblestone morphology, which is a typical feature of intestinal epithelial cells [18].

### 2.3. Cell Stimulation with Lactobacilli and LPS

RAW264.7 cells were plated at a density of 5 × 10^5^ cells/well in 12-well plates and cultured for overnight. After changing medium, macrophages were cultivated for 3 h in the absence or presence of lactobacilli (5 × 10^7^ cells/mL). For LPS challenge experiments, RAW264.7 cells were cultivated overnight as described above, and after changing medium, lactobacilli (1 × 10^8^ cells/mL) were added to stimulate the cells for 24 h. Then, wells were washed with medium 3 times to eliminate lactobacilli and stimulated with LPS (50 ng/mL) for 3 h.

For the MIE–macrophage co-culture system, the Transwell culture system was used. MIE cells were seeded in the apical surface at a concentration of 2.5 × 10^5^ cells/well in 12-well tissue culture plates (Corning, pore size 0.4 µm) and cultured for three days. RAW264.7 cells were plated at a density of 5 × 10^5^ cells/well in 12-well plates and cultured overnight. After incubation, both cells were overlaid. For the evaluation of the immunomodulatory activity of lactobacilli in the MIE–immune cell co-culture system, the apical surface containing MIE cells was stimulated with lactobacilli strains (1 × 10^8^ cells/mL) for 48 h. Then, the basolateral surface containing RAW264.7 cells was washed with PBS, and macrophages were stimulated with LPS (50 ng/mL) for 3 h.

### 2.4. Microarray Analysis

The isolation of total RNA from *L. plantarum*-treated and non-lactobacilli-treated control macrophages was performed with the RNeasy Mini Kit (Qiagen, Tokyo, Japan). Samples were treated with DNAse and the integrity of RNA molecules was assessed with the RNA 6000 Nano Kit and the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, the biosynthesis of complementary DNA was performed with 200 ng of RNA. The SurePrint G3 Mouse GE 8 × 60K Ver.2.0 Microarray (Agilent Technologies) was used for hybridization at Hokkaido System Science Co. Microarray scanning was performed with the Microarray Scanner from Agilent Technologies, while digitization was performed with Agilent Feature Extraction 10.7.3.1.

The normalization of data and the analysis of gene expression were performed with GeneSpring software version 13.1 (Agilent Technologies). Genes up- and down-regulated significantly in samples (stimulated with LPS or *L. plantarum* plus LPS) with respect to control samples (without LPS stimulation) were considered. Two criteria were used for the selection of genes with significant changes in transcript abundance: a cutoff in transcript abundance of at least 2-fold and a *t*-test *p* value of less than 0.05. The Limma package from Bioconductor in R software (version 3.2.5) was used for the statistical studies. The log_2_ ratio was used to express the results. Genes whose expressions were log_2_ > 1 and *p* < 0.05 were annotated using PANTHER 11.1 (pantherdb.org, accessed on 4 April 2022) and analyzed according to the Gene Ontology (GO) classification. Microarray data were submitted to NCBI-GEO under the accession number GSE213389.

### 2.5. Two-Step Real-Time Quantitative PCR

Two-step real-time quantitative PCR (qPCR) was performed to characterize the expression of selected genes in macrophages. Total RNA isolation was performed with TRIzol reagent (Invitrogen). The Quantitect reverse transcription (RT) kit (Qiagen, Tokyo, Japan) was used to obtain the complementary DNAs following the manufacturer’s recommendations. The Platinum SYBR green qPCR SuperMix UDG with ROX (Invitrogen) and the 7300 real-time PCR system (Applied Biosystems, Warrington, UK) were used for qPCR. Table S1 show the sequence of primers used in this work. The PCR cycling conditions were described previously [4]. The reaction mixtures contained 5 μL of sample cDNA and 15 μL of master mix, including primers. β-actin expression was used to normalize cDNA levels in the samples.

### 2.6. L. plantarum LOC1 Genome Analysis

The identification of *L. plantarum* LOC1 at genus and species levels was performed with PCR and pheS sequence analysis. Whole-genome DNA from *L. plantarum* LOC1 was prepared following the procedure described previously [17].

The Prokaryotic Genome Annotation Pipeline (PGAP) v4.8 was used to predict bacterial genes. For this purpose, the stand-alone configuration was used. The functional characterization of individual genes in the LOC1 genome was performed with the BlastKOALA tool [19]. The analysis of glycosylhydrolases and glycosyltransferases was performed with the dbCAN2 server [20]. The amino acid sequences of extracellular proteins and adhesion factors as well as the proteins involved in the biosynthesis of EPSs, lipoproteins, and teichoic acids were obtained from the GenBank database. BLAST in the stand-alone mode [21], was used to search those genes in the genomes of *L. plantarum*. Figures showing the presence/absence of genes were performed with Python 3.7 using the Pandas and Seaborn libraries.

### 2.7. Statistical Analysis

Statistical analyses were performed using GLM and REG procedures available in the SAS computer program (SAS, 1994). Comparisons between mean values were carried out using one-way ANOVA and Fisher’s least significant difference (LSD) test. For these analyses, *p* values < 0.05 were considered significant.

## 3. Results

### 3.1. L. plantarum Isolated from Fresh Tea Leaves Modulate the Immunotranscriptomic Response of Macrophages Triggered by TLR4 Activation

We first aimed to evaluate the response of RAW macrophages to the activation of TLR4 with different doses of LPS. For this purpose, macrophages were stimulated with 50, 100, 250, 500 and 1000 ng/mL of LPS and 3 h later, the expressions of *TNF-α*, *IL-1β* and *IL-10* were evaluated by qPCR (Figure 1A–C). The stimulation of macrophages with 50 ng/mL of LPS significantly augmented the expression of *TNF-α*, *IL-1β* and *IL-10.* The increase of 2 folds in LPS concentration (100 ng/mL) duplicated the expression levels of the three cytokines evaluated when compared to the lower dose of LPS (Figure 1A–C). Of note, further increases in LPS concentrations did not modify the expression levels of *TNF-α*, *IL-1β* or *IL-10* compared to the observed in macrophages stimulated with 100 ng/mL. Then, the dose of 100 ng/mL of LPS was selected for further experiments.

The transcriptomic response of RAW macrophages to the challenge with LPS and the influence of *L. plantarum* LOC1 and LOC3 strains on this response was then investigated. Microarray analysis was performed in macrophages 3 h after the stimulation with the TLR4 agonist. 

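RAW264.7 is a mouse macrophage cell line, and LPS is the bacterial cell wall component that activates TLR4. One-colour Agilent arrays of RNA from 3 conditions were analysed here: macrophages stimulated with LPS alone, and macrophages treated with LOC1 or with LOC3 before LPS. With 1 array per condition, no SD, test or p-value can be given here for a difference between conditions. The t-test named in the methods could not be run on these 3 arrays. The array of unchallenged macrophages is not analysed here. Stimulation with LPS lasted 3 h, at 50 ng/mL by the methods and 100 ng/mL by the results. Lactobacilli were present for 24 h beforehand by the methods and for 12 h by the sample labels. All 3 arrays lay on 1 slide and came from 1 scan, so neither slide nor scan separates the conditions. Each array held 62976 spots, of which 59305 were not controls, for 56605 probes and 36870 gene names. The authors deposited the intensity of every spot, background-corrected by Feature Extraction, whose version is 12.0.3.1 in the file headers and 10.7.3.1 in the methods. They also deposited log2 ratios for 13135 probes, listed only where an array differed at least 2-fold from a reference. The reference implied by each column differed between columns by over 0.001 on the log2 scale for 3 probes, so 1 reference, the unchallenged macrophages of the paper, serves all 3 columns. For the comparisons between arrays, the log2 intensity was taken relative to the 75th percentile of the array, which lay at an intensity of 555 on the LPS array, 513 with LOC1 and 516 with LOC3. Signals well above background were found for 51.9% of probes with LPS, 50.4% with LOC1 and 47.8% with LOC3. No spot was saturated. A signal not well above background was raised to the lowest signal that was, an intensity of 16.3, 14.5 and 19.8 on the 3 arrays in that order. A difference from such a signal is a bound, written as at least N-fold, between the normalized log2 value of the brighter array and the raised value of the dimmer one. A gene was represented by its brightest probe, and 20415 genes were well above background on at least 1 array. Precision is limited by the number of arrays. Spot noise alone was read from probes printed 10 times on each array, 269 to 270 bright ones per array and only 9 to 12 dim ones. It gave a technical SD of 0.06 for a log2 difference between 2 arrays for bright probes, and of 0.32 for dim probes, whose mean signal over the 3 arrays lay more than 2-fold under the 75th percentile. Variation between cultures is not part of this SD.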

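In the authors' deposited ratios to unchallenged macrophages, 4006 probes were listed as higher and 3570 as lower with LPS alone. These probes carried 3577 and 3193 gene names. Over the 3 groups together, 6032 gene names were listed as higher and 5833 as lower in at least 1 group. Signals on the LPS array were well above background for 75.4% of the probes listed as higher and 54.9% of those listed as lower. For 1945 of the probes listed as higher with LPS, 48.6% of them, the signal implied for unchallenged macrophages lay under the lowest signal well above background on the LPS array, so that their ratio is taken as a bound. That limit stands in for the array of unchallenged macrophages, which was not analysed, and applies to each ratio given below. When the dim side was raised to that lowest signal, an alternative chosen after the data were seen, 2210 gene names stayed at least 2-fold higher and 2161 at least 2-fold lower.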

When LPS-treated macrophages were compared with unchallenged RAW cells it was found that there were 4789 unique genes (Figure 1D) and 4687 unique genes (Figure 1E) up-regulated and down-regulated, respectively. Out of these differentially regulated genes, 551 were assigned to immune-related functions according to the GO database (Figure 2A). Changes in the immunotranscriptome response in macrophages after LPS challenge included transcripts in the following GO Biological Process pathways: “response to stimulus”, “response to stress”, “immune system process”, “cell surface receptor signaling pathway”, “response to external stimulus”, “regulation of the immune system process”, and “defense response” (Figure 2B).

The most remarkable changes in macrophages after stimulation with LPS were found in the expression of cytokines, chemokines and surface markers genes. 

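The authors' deposited log2 ratio of LPS-challenged to unchallenged macrophages was 5.91 for the listed probe of Tnf, which is 60.1-fold. The brightest probes of Tnf and Il6 are not listed. For Il1b, Il6, Il12b and Il23a the implied signal of unchallenged macrophages lay under the limit taken from the LPS array, for Il1b only just, and the ratios are given as bounds. Il1b was listed at 13.16, which is at least 8245-fold, with an intensity of 134524 on the LPS array. Its other listed probe, at least 261-fold, had 10.31. Il6 was listed at 12.22, at least 1012-fold, and Il12b at 7.12, at least 46.2-fold. Il23a was listed at 4.61, and its intensity of 75.6 allows only at least 4.63-fold. Il18bp was listed at 2.72. The listed probes of Il15 differed, with 2.62 for the brighter and 1.55 for the dimmer one, and the brightest probe of the gene is not listed.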

LPS challenge augmented the expression of the inflammatory cytokines *TNF-α* (log_2_ ratio 5.9), *IL-1β* (10.3), *IL-6* (12.2), *IL-12b* (7.1), *IL-15* (1.5), *IL-18bp* (2.7), and *IL-23a* (4.6) (Figure 3A). In addition, the microarray analysis revealed significantly increases in the expression levels of the factors *CSF2* (6.3), *CSF2rb* (1.5) and *CSF2rb2* (1.5) (Figure 3A) as well as in the chemokines *CCL2* (3.1), *CCL4* (4.8), *CCL5* (9.3), *CCL8* (6.7), *CCL9* (1.3), *CCL12* (4.1), *CCL17* (7.1), *CCL20* (9.3), *CCL28* (2.1), *CX3CL1* (3.1), *CXCL1* (3.3), *CXCL2* (7.2), *CXCL3* (3.2), *CXCL9* (6.1), *CXCL10* (10.5), *CXCL12* (7.2), *CXCL13* (6.2), and *CXCL16* (2.1) (Figure 3B). 

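Among these factors, Csf2 had a deposited log2 ratio of 6.33, which is at least 15.0-fold over unchallenged macrophages. Csf2rb was listed at 1.51 for the brighter of its listed probes, though its brightest probe is not listed, and Csf2rb2 at 1.12. Of the chemokines whose implied unchallenged signal lay above the limit from the LPS array, Cxcl10 had the highest ratio, 10.47, followed by Ccl5 with 9.36, Cxcl2 with 7.23, Ccl4 with 4.84, Ccl12 with 4.05, Ccl2 with 3.18, Cxcl16 with 2.09 and Ccl9 with 1.61. The others rest on an implied unchallenged signal under that limit. Ccl20 was at least 123-fold higher, Ccl17 at least 79.5-fold, Ccl8 at least 20.9-fold, Cxcl13 at least 15.5-fold and Cxcl9 at least 13.1-fold. Bounds were small for Cx3cl1, at least 4.91-fold, Cxcl1, at least 2.21-fold, and Cxcl3, at least 1.72-fold. Ccl28 was not well above background on the LPS array, with an intensity of 14.8, so its listed ratio of 2.02 gives no fold. Cxcl12 had an intensity of 3.47 there, not well above background, and no ratio was listed for it.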

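Il10 was measured by 1 probe, at 132920943 to 132921002 on chromosome 1 of mouse genome build mm9. The authors' deposited log2 ratio of LPS-challenged to unchallenged macrophages was 4.60, which is 24.2-fold, and the implied unchallenged signal lay above the limit from the LPS array.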

Of note, augmented expression of the regulatory cytokine *IL-10* (4.6) was also detected in LPS-challenged macrophages (Figure 3A). 

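Of the surface markers, Cd40, Fcgr1 and Fcgr4 had deposited log2 ratios between LPS-challenged and unchallenged macrophages of 5.68, 2.06 and 2.07, with implied unchallenged signals above the limit. Cd69 was listed at 8.60 for its brightest probe, at least 81.9-fold, and at 5.76 for another. Cd83 was listed at 6.87, at least 31.2-fold, Cd80 at 3.26, at least 5.64-fold, and Siglecf at 3.31, at least 2.81-fold. For Cd80 the brightest probe is not listed. Siglec1 had 3.12 for the brighter listed probe and 2.61, at least 2.68-fold, for the dimmer one, while its brightest probe is not listed. Cd164 was listed at 2.54 from a probe with an intensity of 19.5, which allows only at least 1.20-fold, while its brightest probe, with an intensity of 21871, is not listed. Cd200r1 had an intensity of 3.42, not well above background, and no listed ratio.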

Significantly increased expression of *CD40* (5.7), *CD69* (5.6), *CD80* (3.2), *CD83* (6.8), *CD164* (2.6), *CD200r1* (2.5), *Fcgr1* (2.1), *Fcgr4* (2.1), *Siglec1* (2.6) and *SiglecF* (3.3) were observed in RAW macrophages after the activation of TLR4 (Figure S1). In addition, the stimulation of macrophages with LPS increased the expression of *IFNA7* (1.2) and *IFNB1* (8.6) as well as several interferon-induced genes including *OAS1a* (2.5), *OAS2* (4.6), *OAS3* (3.5), *DXH58* (2.7), *IFIT3* (9.7), *IFI209* (7.5), *IFIT1b11* (6.5), and *IFIT3b* (9.5) (Figure S1).

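In the deposited ratios, Ifnb1 was listed at 8.70 with LPS, at least 76.7-fold. The signal of Ifna7 on the LPS array, an intensity of 7.35, was not well above background, so its listed 1.30 gives no fold. The brightest probes of Oas1a, Oas2, Oas3 and Dhx58 had 2.53, 4.33, 3.53 and 3.84, with implied unchallenged signals above the limit. Other listed probes had 4.62 for Oas2, at least 4.91-fold, and 2.78 for Dhx58. Ifit3 was at least 776-fold higher, Ifit3b at least 209.6-fold, Ifi209 at least 137-fold and Ifit1bl1 at least 18.9-fold, at listed ratios of 9.70, 9.58, 7.55 and 6.53.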

Next, we analyzed microarray data to evaluate the effect of the strains *L. plantarum* LOC1 and LOC3 on the immunotranscriptomic response of macrophages stimulated with LPS. The comparative analysis of microarray profiles indicated that both LOC1 and LOC3 strains differentially modulated the expression of several genes related to the innate immune response triggered by TLR4 activation in macrophages. 

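Between the LOC1 + LPS and LPS arrays, 20031 genes were compared, and 500 were at least 2-fold higher and 772 at least 2-fold lower with LOC1. Of these, 334 and 511 were well above background on both arrays. Between LOC3 + LPS and LPS, 598 of 19812 genes were higher and 634 lower, with 295 and 416 well above background on both. Without the filter and the floor on dim signals, the number of genes past 2-fold with LOC1 rose from 1272 to 3839, the largest move in number among the alternatives tried. The split into higher and lower genes with LOC1 flipped under median scaling, to 886 higher and 479 lower, and was 631 and 617 under quantile normalization. The median intensities of 26.7 with LPS, 21.2 with LOC1 and 21.8 with LOC3 lay near the lowest signal well above background, so median scaling rests on dim signals. Both strains shared 220 higher and 486 lower genes, 706 together. A further 280 higher and 286 lower genes with LOC1, and 378 and 148 with LOC3, were not past 2-fold in the same direction with the other strain. That alone does not make them differ between the strains. Between LOC1 + LPS and LOC3 + LPS, 522 genes were past 2-fold. Of these, 37 higher and 68 lower with LOC1 were well above background on both arrays. The floor on dim signals was higher with LOC3, at -4.70 against -5.14 with LOC1 on the log2 scale, which limits the falls that could be called there. Both comparisons with LPS use the same LPS array, which gives shared genes with no effect at all. Over 100 simulated draws with no effect, spot noise gave 0.81 shared genes on average, and a spread as large as that between the LOC1 + LPS and LOC3 + LPS arrays gave 220.02, with at most 256. Across genes, which are not independent replicates, the 2 sets of differences had a Pearson correlation of 0.73, against 0.50 with no effect. The draws gave all 3 arrays the same spread, which fixes the 0.50. An LPS culture that merely differed from the other cultures would raise both the shared genes and the correlation without any effect of the lactobacilli. These draws cannot exclude that. Genes with a clone, accession or predicted-gene name were left out of the following rises and falls. Ranked were other genes that the arrays measured throughout and that moved the same way with both strains. Among them, the largest rises with LOC1 were those of Ifnb1, Ifna5, Ifnab, Olfr360 and Ifna2. Olfr360 rose by 3.39 on the log2 scale with LOC1 and by 1.73 with LOC3, or by 0.65 with LOC3 under normexp background correction. The largest falls were those of Ccl17, Saa2, Ccl24, Il1r2 and Adora2b. The log2 differences with LOC1 and LOC3 were -3.69 and -2.76 for Saa2, -3.63 and -4.11 for Ccl24, -3.49 and -2.86 for Il1r2, and -3.29 and -2.74 for Adora2b. From the comparison of the profiles, the paper states that both strains changed the response of the macrophages to TLR4 activation.

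**Figure D1:**
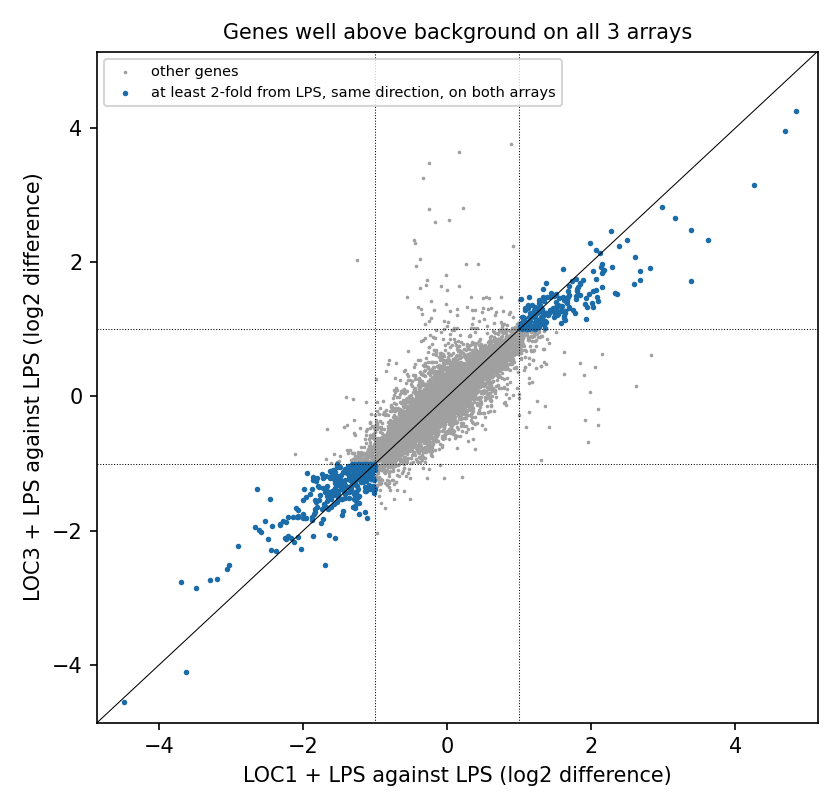
Log2 difference from the LPS array for each gene well above background on all 3 arrays, with LOC1 + LPS on the horizontal axis and LOC3 + LPS on the vertical axis. Each point is a gene, blue where it is at least 2-fold from LPS in the same direction on both arrays. Dotted lines mark log2 differences of 1 and -1 and the solid line marks equal differences.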

The Venn diagram analysis was used to find genes that were uniquely and commonly modulated between *L. plantarum*-treated and control macrophages (Figure 2A). Of the 551 differentially expressed genes in the Venn diagram analysis, 51 were unique to the cells stimulated with the LOC1 strain before the LPS challenge, while 39 were unique for the LOC3 group. In addition, 38 genes were common to LOC1 treatment plus LPS and LOC3 plus LPS groups. It was also observed that 312 genes were common to all the three treatments (Figure 2A).

The heat-map cluster analysis focused on the expression of cytokines, chemokines (Figure 3), surface markers and IFN-related genes (Figure S1) depicts the transcriptomic patterns of differentially modulated genes between *L. plantarum*-treated and control macrophages. 

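Distances between the arrays were taken as the root mean square log2 difference per gene. Over the 20415 genes detected on at least 1 array it was 0.41 between LOC1 + LPS and LOC3 + LPS, 0.55 between LPS and LOC1 + LPS and 0.55 between LPS and LOC3 + LPS. Over the 17400 genes well above background on all 3 arrays, the LOC1 to LOC3 distance was 0.23, against 0.47 and 0.45 from LPS. In each gene family named by the paper the LOC1 to LOC3 distance was also the smallest of the 3 under the main processing. Of the 12 family distances, all 12 moved under normexp background correction. For genes well above background on both arrays 8 moved, and without the filter and the floor 7 did. The order within the families under these alternatives is not given here. Between LOC1 + LPS and LOC3 + LPS the distance was 0.48 for 25 cytokine genes, 0.84 for 16 chemokine genes, 0.66 for 20 surface marker genes and 0.73 for 19 IFN-related genes. From LPS to LOC1 + LPS it was 1.03, 1.81, 0.80 and 2.51 for the same families, and from LPS to LOC3 + LPS 0.89, 1.41, 0.95 and 1.83. Without the filter and the floor, over 36864 genes, the LOC1 to LOC3 distance was 0.66, the largest move in absolute size among the alternatives tried, against 0.68 and 0.72 from LPS.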

The treatment with LOC1 plus LPS clustered closer to the treatment with LOC3 plus LPS and, both clustered separated from the control. Closer examination of gene expression revealed differences in cytokines and chemokines genes sheared by *L. plantarum*-treated macrophages and controls (Figure 3). Most remarkable differences were found in the genes for *CSF2*, *IL-6*, *TNF-α*, *IL-15* and *IL-18bp* that were significantly higher in lactobacilli-treated macrophages than in controls. In addition, the expression levels of *IL-1β* and *IL-12b* were lower in macrophages treated with the LOC strains than in controls (Figure 3A). 

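The intensity of Csf2 was 245 with LPS, 1161 with LOC1 and 653 with LOC3, log2 differences from LPS of 2.36 and 1.52. Il6 rose by 1.40 with LOC1 and 1.23 with LOC3 on the log2 scale, from an intensity of 36658 with LPS. Tnf rose by 0.94 and 0.79, and Il18bp by 0.84 and 0.80, differences under 2-fold but above the technical SD of bright probes. With arrays scaled by their medians both genes passed 2-fold with LOC1, at 1.16 for Tnf and 1.06 for Il18bp. Il15 rose by only 0.17 and 0.27 for its brightest probe, and its other detected probes went as low as -0.91 with LOC1 and -0.84 with LOC3. As the mean of its detected probes, Il15 was at -0.16 and -0.09.

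**Figure D2:**
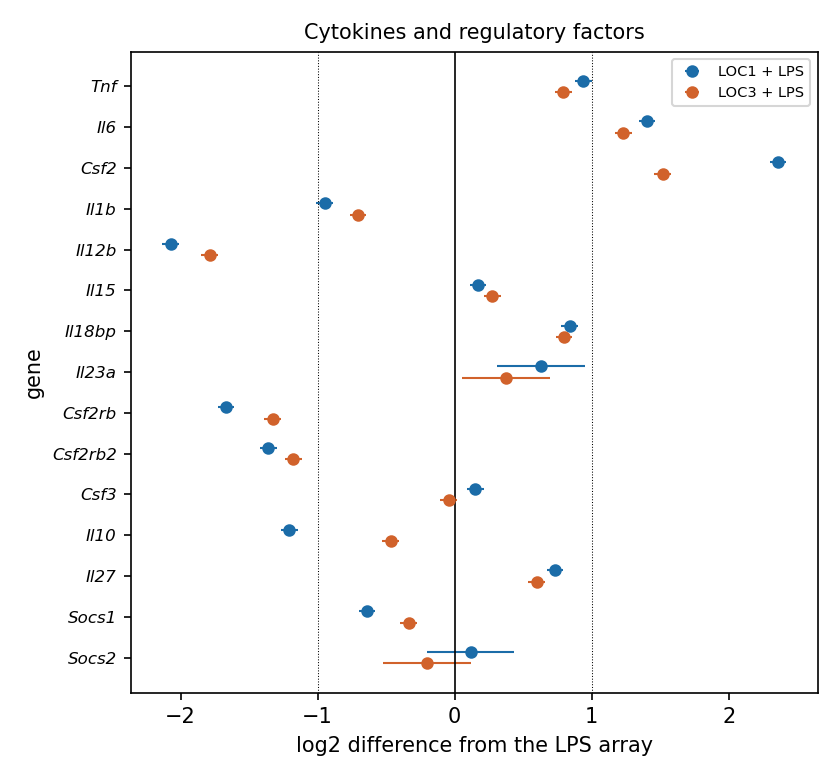
Log2 difference from the LPS array for 15 of the cytokine and regulatory genes that the paper names, with LOC1 + LPS in blue and LOC3 + LPS in orange. Points are single arrays and bars are the technical SD of spot noise. The direction of Csf3 with LOC3 flips under median scaling, and those of Il15 with both strains and Socs2 with LOC3 flip for the mean of the detected probes. Csf2 lies farthest to the right and Il12b farthest to the left, and dotted lines mark log2 differences of 1 and -1.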

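Il12b had an intensity of 754 with LPS, 166 with LOC1 and 203 with LOC3, so that it fell by 2.07 and 1.79 on the log2 scale. Il1b fell by 0.95 with LOC1 and by 0.71 with LOC3 for its brightest probe, and all 3 of its detected probes were lower. The lowest probe of Il1b was at -2.59 with LOC1 and -2.55 with LOC3, and the mean of the detected probes was past 2-fold, at -1.59 and -1.44. For Il1b under quantile normalization, the brightest probe was past 2-fold with LOC1, at -1.03.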

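The intensity of Il10 was 2416 on the LPS array, 969 with LOC1 and 1628 with LOC3. It fell by 1.21 on the log2 scale with LOC1 and by 0.47 with LOC3, both beyond the technical SD of bright probes. With arrays scaled by their medians the fall with LOC1 was just under 2-fold, at -0.99. Il27 rose by 0.73 with LOC1, from an intensity of 420 with LPS to 646. Socs2 was near background, with an intensity of 49.9 with LPS and 50.0 with LOC1, and its log2 difference of 0.12 was within the technical SD of dim probes, which rests on few probes.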

Interestingly, although no differences were found between *L. plantarum*-treated macrophages and controls when the expression of *IL-10* was analyzed, it was detected that macrophages stimulated with the LOC1 strain significantly up-regulated the expression of the regulatory factors *IL-27* and *SOCS2*. 

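With LOC3 the log2 difference from LPS was 0.60 for Il27, at an intensity of 592. For Socs2 it was -0.20 at an intensity of 40.3, within the technical SD of dim probes, and the other detected probe of Socs2 was at 0.64 with LOC3.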

*L. plantarum* LOC3 was able to increase the expression of *IL-27* but not *SOCS2* (Figure 3A). The LOC strains were also able to significantly reduce the expressions of *CCL17*, *CCL28*, *CX3CL1*, *CXCL13* and *CXCL3*, being the LOC1 strain more efficient than the LOC3 to reduce the expression levels of *CXCCL1* and *CXCL13* (Figure 3B). Both *L. plantarum* strains increased the expression of *CXCL9*, while only the LOC3 strain augmented the expression of *CCL8* and *CXCL1* when compared to controls (Figure 3B). 

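Ccl17 had an intensity of 1297 on the LPS array, and had log2 differences of -4.48 with LOC1 and -4.56 with LOC3. Cx3cl1 was at least 4.90-fold lower with LOC1, where it was not well above background, and fell by 1.54 with LOC3. With normexp background correction Cx3cl1 was at -0.71 with LOC1, as a bound, and at -0.58 with LOC3. Cxcl13 was at least 15.6-fold lower with LOC1 and fell by 1.59 with LOC3, a difference of at least 5.18-fold between the strains. Cxcl3 had an intensity of 28.1 with LPS and was not well above background with either strain, at least 1.79-fold lower with LOC1 and at least 1.32-fold lower with LOC3. Ccl28 was not well above background on any of the 3 arrays, so no fold can be given.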

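Cxcl9 rose by 1.98 with LOC1 and 2.28 with LOC3 on the log2 scale, from an intensity of 213 with LPS. Ccl8 had an intensity of 342 with LPS, 811 with LOC1 and 288 with LOC3, log2 differences of 1.36 and -0.14. The small difference with LOC3 became 0.04 when arrays were scaled by their medians. Cxcl1 was dim, with intensities of 36.0, 124 and 41.9 with LPS, LOC1 and LOC3, and its log2 difference was 1.90 with LOC1 and 0.32 with LOC3. Under normexp background correction the rise of Cxcl1 with LOC1 was 0.98.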

The LOC strains reduced the expression of *CD38*, *CD83*, *CD164*, *CD200r2*, *CD209a*, and *SiglecF* in macrophages challenged with LPS, while they augmented the expressions of *CD200r4*, *CD80*, *CD86*, *H2-K1* and *H2-M3* (Figure S1). 

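Cd83 fell by 1.74 with LOC1 and 1.68 with LOC3 on the log2 scale. Siglecf fell by 1.11 with LOC1 and was at least 2.15-fold lower with LOC3, from an intensity of 45.8. With LOC1 it was under 2-fold when arrays were scaled by their medians, at -0.89, and under normexp background correction, at -0.30. The bounds with LOC3 were then -0.92 and -0.31. Cd38, Cd209a and Cd200r2 had intensities of only 24.8, 26.1 and 20.3 with LPS and were not well above background with either strain. Bounds for LOC1 were at least 1.58-fold for Cd38, 1.66-fold for Cd209a and 1.29-fold for Cd200r2. With LOC3 they were at least 1.16-fold for Cd38 and 1.23-fold for Cd209a, and none could be given for Cd200r2. Probes of Cd164 disagreed with LOC1. Its brightest probe rose by 0.24 with LOC1 and 0.27 with LOC3, and a dimmer probe, not well above background with LOC1, was at -0.31. Cd80 fell by 0.30 with LOC1 and 0.31 with LOC3 for its brightest probe, while other detected probes rose by up to 0.87 and 0.94. As the mean of its detected probes Cd80 rose by 0.50 and 0.51. Cd86 rose by 0.81 and 0.76 for its brightest probe, reaching 1.03 with LOC1 when arrays were scaled by their medians, while another detected probe was at 0.14 and -0.16. For their brightest probes H2-K1 rose by 0.46 and 0.41, and H2-M3 by 0.51 and 0.45. Cd200r4 was not well above background on any of the 3 arrays.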

Only *L. plantarum* LOC1 increased the expression of *CD200b*, while only LOC3 augmented *Siglec1* (Figure S1). 

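The name Cd200b is not among the gene names of the arrays. The paper's values of Figure S1 list Cd209b, while its heat map is labelled CD200b. The brightest probe of Cd209b was well above background with LOC3 only, at an intensity of 101 and at least 6.62-fold above LPS. Its other probe was not well above background on any of the 3 arrays. The brightest probe was at least 4-fold brighter than on both other arrays, as were other probes with LOC3. Uneven spots or debris may explain part of those. Siglec1 rose by 1.57 with LOC1 and 1.28 with LOC3 on the log2 scale for its brightest probe. Probes of Siglec1 disagreed, the lowest being at -0.15 with LOC1 and -0.38 with LOC3. As the mean of its detected probes Siglec1 was under 2-fold, at 0.75 and 0.50. In the deposited ratios its brighter listed probe was lower with both strains than with LPS, by -0.12 and -0.34.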

When the IFN-related genes were analyzed, it was observed that both *L. plantarum* LOC1 and LOC3 significantly increased the expression of *IFNB1*, *IFNA7*, *IFIT3*, *IFIT1b11*, and *IFIT3b* (Figure S1). Furthermore, significantly up-regulated expression of *IFNA1*, *IFNA2*, *IFNA5*, *IFNA13*, *IFNA14*, *IFITM7*, and *IFNAB* was detected in macrophages treated with the LOC strains when compared to controls (Figure S1).

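Ifnb1 had an intensity of 1251 with LPS, 29911 with LOC1 and 18123 with LOC3. It rose by 4.69 with LOC1 and 3.96 with LOC3 on the log2 scale. Ifna7 was not well above background with LPS, and was at least 13.0-fold higher with LOC1 and at least 4.91-fold higher with LOC3. With normexp background correction the bound for Ifna7 with LOC1 was lower, at 1.97 on the log2 scale. Ifit3 rose by 1.50 and 1.29 and Ifit3b by 1.52 and 1.28. Ifit1bl1 rose by 0.92 and 1.02 and moved across 2-fold with the scaling, with 1.13 for LOC1 when arrays were scaled by their medians. Another IFN-related gene of the paper, Ifi213, fell by 0.65 and 0.41 for its brightest probe, while a dim probe rose by 1.61 and 1.16 and the mean of both was 0.48 and 0.37.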

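Ifna5 rose by 4.25 with LOC1 and 3.16 with LOC3 on the log2 scale, Ifnab by 3.61 and 2.33, Ifna2 by 3.38 and 2.48, Ifna14 by 2.68 and 1.74, and Ifna1 by 2.60 and 1.68. Ifna13 was not well above background with LPS and was at least 20.7-fold higher with LOC1 and at least 7.89-fold higher with LOC3. Signals with LPS were low, between intensities of 42.0 and 60.4 for Ifna1, Ifna2, Ifna5, Ifna14 and Ifnab. Of the 13 detected probes for IFN-α genes, each 60 bases long, 5 share at least 50 bases with a probe of another IFN-α gene, among them those of Ifna5, Ifna13, Ifna14 and Ifnab, so a signal need not belong to 1 gene. Ifitm7 rose by 0.49 and 0.41, under 2-fold, and its other detected probe was at -0.05 and -0.12.

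**Figure D3:**
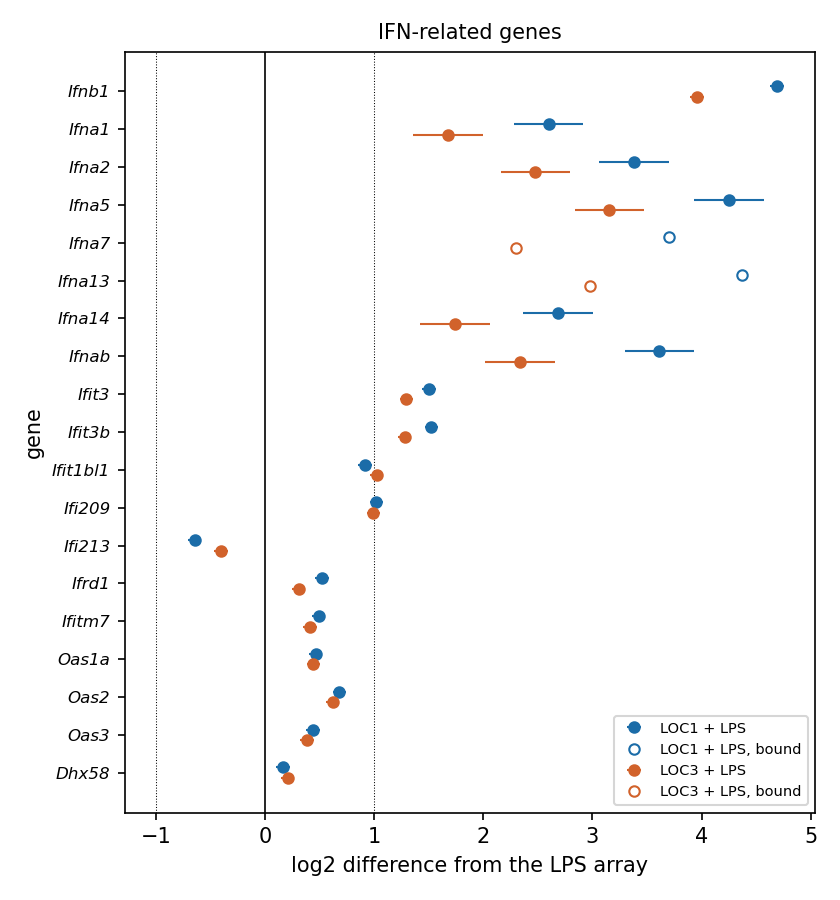
Log2 difference from the LPS array for 19 IFN-related genes named by the paper, with LOC1 + LPS in blue and LOC3 + LPS in orange. Filled points are measured on both arrays with the technical SD of spot noise as bars, and open points are bounds because the gene was not well above background with LPS. Ifi213 alone lies to the left of 0, and its direction flips for the mean of its probes, as that of Ifrd1 does with LOC3.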

### 3.2. L. plantarum LOC1 Modulate the TLR4-Mediated Immune Response in Macrophages Similarly to Other Immunobiotic Strains

In order to confirm the changes induced by *L. plantarum* LOC1 in the immunotranscriptome response of LPS-challenged macrophages, qPCR was performed on selected genes. Genes with significant differences between LOC1-treated and non-treated macrophages were chosen. The expression of IL-10 was also evaluated. In addition, the influence of the well-characterized immunobiotic strains *L. rhamnosus* CRL1505 [22] and *L. plantarum* CRL1506 [23] on the response of macrophages to TLR4 activation was also studied for comparisons. As shown in Figure 4, the transcriptional changes evaluated by qPCR indicated a similar overall trend in the transcription of microarray. 

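On the arrays, the genes compared by qPCR that are not given above behaved as follows with LOC1. Csf3 had an intensity of 627 with LPS and 644 with LOC1, a log2 difference of 0.15. Socs1 fell by 0.64, from an intensity of 8496 to 5043. Ifng was not well above background on any of the 3 arrays, with intensities of 3.26, 2.91 and 3.89 for LPS, LOC1 and LOC3. Il12a was not well above background on any of them either. The β-actin gene Actb, used to normalize the qPCR, had a log2 difference of 0.03 with LOC1 and 0.08 with LOC3, and was at -0.03 with LOC1 when the percentile was taken over probes detected on all arrays, an alternative chosen after the data were seen. Gapdh rose by 0.26 and 0.31.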

The treatment of macrophages with *L. plantarum* LOC1 significantly increased their expression levels of *TNF-α*, *IL-6*, *IFN-β*, *IFN-γ*, and *CSF3* in response to LPS challenge. The LOC1 strain also reduced the expression of *IL-1β*, *IL-12*, and *CSF2* in macrophages stimulated with the TLR4 agonist. Similarly, the treatment of macrophages with the CRL1505 and CRL1506 strains significantly augmented the expressions of *IL-6*, *IFN-β*, *IFN-γ*, and *CSF3* and reduced *IL-1β* and *IL-12* (Figure 4). No significant reductions were observed for *TNF-α* and *CSF2* in macrophages treated with *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506, respectively. Of note, *L. plantarum* LOC1 was more efficient than CRL1505 and CRL1506 strains to increase the expression of *IFN-β* (Figure 4). As expected, the LOC1 strain did not induce changes in *IL-10* expression, while both CRL1505 and CRL1506 significantly reduced the expression levels of the regulatory cytokine. In addition, *L. rhamnosus* CRL1505 and *L. plantarum* LOC1 enhanced the expression of *SOCS1*, while only the LOC1 strain up-regulated *IL-27* when compared to LPS-challenged macrophages (Figure 4).

We also evaluated the effect of lactobacilli in the expression of selected immune factors in macrophages in the absence of LPS challenge. As shown in Figure 5, the three strains increased the expression of *TNF-α*, *IL-1β*, *IL-6*, *IFN-β*, *IL-12*, *CSF2* and *CSF3* in macrophages when compared to untreated controls. The three strains were equally effective in up-regulating *TNF-α* and *IFN-β* expressions, while the levels of *IL-1β*, *IL-6*, *IL-12*, *CSF2* and *CSF3* were significantly higher in macrophages treated with *L. rhamnosus* CRL1505 than in cells stimulated with the *L. plantarum* strains. In addition, the CRL1506 strain was the only one able to increase the expression of *IFN-γ* (Figure 5). The three strains augmented the expression of *SOCS1* and *IL-27*. The lactobacilli treatment did not induce modifications in the expression levels of *IL-10* except for *L. plantarum* CRL1506 that reduced this regulatory cytokine (Figure 5).

### 3.3. L. plantarum LOC1 Does Not Modulate the TLR4-Mediated Immune Response in Macrophages Indirectly Througth Intestinal Epithelial Cells

It was demonstrated that intestinal epithelial cells play a crucial role in the interaction of the intestinal immune system with microbes. Epithelial cells influence immune responses by orchestrating communication between intestinal microbes and mucosal innate immune cells such as macrophages [24]. Thus, we aimed to evaluate whether *L. plantarum* LOC1, *L. rhamnosus* CRL1505 or *L. plantarum* CRL1506 were able to influence the response of macrophages to LPS challenge indirectly through intestinal epithelial cells. For this purpose, murine intestinal epitheliocytes (MIE cells) co-cultures with RAW macrophages were prepared. MIE cells were stimulated with LOC1, CRL1505 or CRL1506 strains and then macrophages were challenged with the TLR4 agonist, and the expressions of immune factors were evaluated by qPCR (Figure 6). No significant differences were observed between control and lactobacilli-treated cells when the expressions of *TNF-α*, *IL-6*, *IFN-β*, *CSF2*, *SOCS1* and *IL-10* were evaluated. The treatment with *L. rhamnosus* CRL1505 reduced the expression of *IL-1β* and *IL-27*, while the CRL1506 improved *IFN-γ* (Figure 6). Both, *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 significantly increased the expression levels of *CSF3*. Of note, the treatment with *L. plantarum* LOC1 did not induce changes in *TNF-α*, *IL-6*, *IFN-β*, *CSF2*, *CSF3*, *SOCS1* or *IL-10* (Figure 6).

### 3.4. General Genomic Characteristics of L. plantarum LOC1

We next aimed to carry out comparative and functional genomics studies in order to identify the bacterial gene(s) responsible for the immunomodulatory properties of *L. plantarum* LOC1. For this purpose, the complete genome of the LOC1 strain was sequenced with the Illumina MiSeq platform and uploaded to the NCBI repository (accession number BOUN00000000).

The whole genome size and GC content of *L. plantarum* LOC1 was 3.13 Mb and 44.7%, respectively (Table 1). This is in agreement with the genomic analysis of *L. plantarum* strains that showed a mean size and GC content of 3.32 Mb and 44.5%, respectively [25].

The KEGG database and the BlastKOALA tool were used for the functional characterization of the LOC1 strain genome (Figure 7). *L. plantarum* CRL1506 and the well-characterized probiotic strain WCFS1 were used for comparisons. No differences were observed in the number of metabolism pathway genes associated with carbohydrates (213 ± 2), glycan biosynthesis and metabolism (59 ± 1), amino acids (135 ± 2), lipids (41 ± 2), nucleotides (65 ± 2) or energy metabolism (65 ± 2) among the strains. In addition, no significant differences were found in cofactors and vitamins (69 ± 3), polyketides (18 ± 3) or biosynthesis of other secondary metabolites (27 ± 3) when the genomes of LOC1, CRL1506 and WCFS1 were compared (Figure 7). There were also no differences in the numbers of genes associated with “genetic information processing”, “environmental information processing” or “cellular processes” between the three lactobacilli strains (Figure S2).

Previous genomic analyzes found that in the species *L. plantarum* the most abundant sugar metabolism genes belonged to the glycosylhydrolases (GH) and glycosyltransferases (GT) families [26]. Thus, the numbers of genes for GT and GH were also analyzed in the LOC1 strain (Figure 8). Genes for several GT and GH families were detected in the genomes of *L. plantarum* LOC1. Similar to *L. plantarum* WCSF1 the LOC1 strain had numbers of GT2 and GT4 that were lower and higher than the CRL1506 strain, respectively. In addition, lower numbers of GH13 and GH25 were found in the LOC1 strain when compared to *L. plantarum* WCSF1 and CRL1506 (Figure 8). *L. plantarum* LOC1 had also higher numeber of GH170 than the other two strains. Similar to *L. plantarum* CRL1506, the LOC1 strain had numbers of GH1, GH109 and GH73 that were lower than the WCSF1 strain.

### 3.5. Study of the Genes Associated with the Expression of Surface Molecules in L. plantarum LOC1

It was reported that surface-exposed proteins play key roles in the interactions of lactobacilli with their environments [27,28]. Therefore, we first evaluated the genes coding surface-exposed and secreted proteins in *L. plantarum* LOC1 and compared them with CRL1506 and WCSF1 strains (Figure 9). The extracellular proteins in the LOC1 strain were studied by in silico analysis considering the subcellular location (surface-expressed or secreted), the secretory mechanism and the anchorage type, following the guidelines recently described by our group [28]. Notable differences were detected between *L. plantarum* LOC1, CRL1506 and WCSF1 when analyzing the 304 genes for extracellular proteins. Of note, the proteins ABC transporter-substrate binding protein (lp_0200), prophage P2a protein 7 (lp_2450), cell surface protein precursor with LPXTG-motif (lp_0800), mucus-binding protein with LPXTG-motif cell wall anchor (lp_3127), preprotein translocase SecE (lp_0616), extracellular protein (lp_1132), transcriptional attenuator LytR family (lp_2075), bacterial type II secretion/trafficking system extracellular protein (lp_2246), class A beta-lactamase (lp_2341), PTS system EIIB component (lp_3137), zinc ribbon domain-containing protein (lp_3215), membrane-bound cell surface hydrolase (lp_3393), prophage P1 lysin (lp_0681), bacteriocin precursor peptide PlnK (lp_0405), bacteriocin precursor peptide PlnJ (lp_0406), bacteriocin precursor peptide PlnN (lp_0410), plantaricin A precursor induction factor (lp_0415), extracellular transglycosylase (lp_0302), extracellular transglycosylase (lp_0304), polysaccharide biosynthesis protein (lp_1220), prophage P2a lysin (lp_2401), transcription regulator MarR (lp_2800), extracellular zinc metalloproteinase (lp_3043), and the cell surface protein CscB (lp_3067) that are present in the genomes of the CRL1506 and WCSF1 strains were absent in *L. plantarum* LOC1 (Figure 9). In addition, the proteins cell surface lipoprotein precursor (lp_0689), ABC transporter-substrate binding protein (lp_3686), mucus-binding protein with LPXTG-motif cell wall anchor (lp_2486), cell surface protein precursor (lp_2795), lysine-rich extracellular protein (lp_0374), cell surface protein CscC (lp_3117) and glycosylhydrolase (lp_1187) were detected in the genome of the LOC1 strain but not in *L. plantarum* CRL1506 (Figure 9).

We also investigated the presence of genes involved in the adhesion to the gastrointestinal tract in the genome of *L. plantarum* LOC1. For this purpose, a bioinformatic analysis was carried out considering different types of molecules with mucus/mucin-binding domains, which were recently characterized and described in a comparative genomic study using strains of *L. plantarum* possessing differential immunomodulatory activities [28]. Then, the proteins MucBP1, MucBP2, MucBP3, MucBP4, MucBP5, MucBP-DUF1, MucBP-DUF2, Muc-MubB2-MBG, Muc-MubB2-YGX, Muc-MubB2, YceG and Ig-like were searched in the genome of the LOC1 strain (Figure 10). Similar to the WCSF1 strain, *L. plantarum* LOC1 does not possess the proteins YceG, Ig-like, and Muc-MubB2. The proteins MucBP3 and Muc-MubB2-YGX were also absent in the genome of the LOC1 strain.

Proteins containing domains for chitin, collagen, and fibronectin adhesion have been described in the genome of *L. plantarum* WCFS1 [29,30,31,32]. Then, the presence of the genes coding for collagen binding proteins CBP1 and CBP2, fibronectin binding proteins FBP1 and FBP2, as well as Msa (mannose-specific binding), GAPDH (glyceraldehyde-3-phosphate dehydrogenase), LuxS (autoinducer-2), AAD (alpha-acetolactate decarboxylase) and CnaB (Cna protein type B) proteins were searched in the genome of the LOC1 strain and compared with *L. plantarum* CRL1506 and WCFS1 (Figure 9). All these adhesion factors were detected in the genome of the LOC1 strain.

EPSs are also involved in the interaction of LAB with the host. It was shown that *L. plantarum* have four clusters for the biosynthesis of EPS [33] and recently we demonstrated that strains may differ markedly in the presence of those clusters in their genomes [28]. Thus, we performed a sequence comparison using *L. plantarum* WCFS1 as a reference to characterize the EPS clusters in the genome of the LOC1 strain (Figure 11). The genes corresponding to the eps1 cluster (or cps1) and eps4 cluster (or cps4) were found in the *L. plantarum* LOC1 except for the *eps4J* gene of cluster eps4. The genes corresponding to the eps3 cluster (or cps3) were not found in the genomes of any of the LOC1 strain, except for the *eps3C* gene (Figure 11). For the eps2 (or cps2) cluster, it was observed that *L. plantarum* LOC1 had the first five genes (*eps2A*, *eps2B*, *eps2C*, *eps2D* and *eps2E*) that have been reported to be highly conserved among *L. plantarum* strains [33,34]. The other genes of the eps2 cluster of the WCSF1 strain used as reference were not found in *L. plantarum* LOC1 and this is probably related to the fact that those genes possess very limited sequence homology between the corresponding regions from different strains [28,34]. It was shown that some strains including *L. plantarum* WCFS1 [34] possess a group of conserved genes called *rfb* (*rmlACBD* genes), which are involved the biosynthesis of rhamnose precursors during the synthesis of EPS molecules [35]. The *rfb* genes were detected in the genome of *L. plantarum* LOC1 (Figure 11).

Some studies have demonstrated that lipoproteins expressed on the surface of LAB may be involved in their immunomodulatory effect. In this regard, it was shown that the prolipoprotein diacylglyceryl transferase *lgt* gene (lp_0755), is of important for the immunomodulatory ability of *L. plantarum* WCFS1 [36]. Furthermore, it was shown that the WCFS1 possess three acyltransferases (lp_0856, lp_0925 and lp_1181) that are involved in lipoprotein triacylation. On the other hand, it was reported that teichoic (TA) and lipoteichoic (LTA) acids, and particularly the *dltD* gene involved in the incorporation of D-alanine into LTA, play important roles in the immunomodulatory capacities of probiotic *L. plantarum* strains [12,37,38,39]. Then, we investigated the presence of *lgt*, lp_0856, lp_0925, lp_1181 and *dltD* genes as well as other genes involved in TA and LTA biosynthesis in the genome of the LOC1 strain (Figure S3). All the genes were present in *L. plantarum* LOC1 and showed no differences with WCSF1 and CRL1506 strains, except for *tagF1* (lp_0268) and *tagF2* (lp_0269).

## 4. Discussion

Macrophages represent the first line of host immune defense in the intestine [40,41] and their proper activity requires a tight regulation of gene expression allowing a fine-tuned immune response. It was reported that probiotic microorganisms are able to beneficially modulate macrophage functioning by enhancing their ability to protect against pathogens and avoiding the generation of detrimental inflammation (reviewed in Wang et al. [42]). Of note, the ability of probiotic bacteria to modulate macrophages’ responses was shown to be strain specific and thus, each probiotic candidate must be tested to identify specific biological activities. The murine RAW 264.7 macrophage cell line has been shown to be a useful in vitro tool to select and characterize immunomodulatory probiotics [42]. Using RAW macrophages, we demonstrated in this work that *L. plantarum* LOC1 isolated from fresh tea modulates cytokine expressions. The LOC1 strain increased the expression of *TNF-α*, *IL-1β*, *IL-6*, *IFN-β*, *IL-12*, *CSF2* and *CSF3*. In addition, *L. plantarum* LOC1 did not induce modifications in *IL-10* but it augmented the expression of *SOCS1* and *IL-27*. The changes induced by the LOC1 strain were characteristic and differed from those induced by other probiotic strains such as *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506, highlighting that this property is strain dependent. In line with our results, it was found that RAW macrophages treated with *L. acidophilus* MTCC-10307 significantly up-regulate the expression of *IL-10*, *IL-6*, *IL-12* and *IFN-α*, while the expression of *TNF-α* was down-regulated with low doses of lactobacilli but up-regulated at higher concentrations [43]. The treatment of RAW macrophages with *L. rhamnosus* ATCC 7469 increased the synthesis of TNF-α, IL-6, and IL-10, but was not able to enhance the production of IL-1β, IL-4 or IL-12 [44].

Our results suggest that *L. plantarum* LOC1 is a potent stimulator of macrophages. The improvement of *TNF-α*, *IL-1β*, *IL-6*, and *IL-12* have been shown to be associated with the enhanced capacity of macrophages to protect against infections. Studies found that lactobacilli with the ability to reduce the severity of intestinal infections can improve the phagocytic activity of macrophages and their capacity to produce inflammatory factors such as TNF-α and IFN-γ [45,46]. It was also reported that immunostimulatory *L. plantarum* strains activate mouse macrophages enhancing IL-12 production and phagocytosis [47]. Furthermore, studies demonstrated that among the cytokines induced by immunomodulatory lactobacilli, the most remarkable effect was the increase in TNF-α, IFN-γ, IL-1β, IL-6, and IL-12 for most of the probiotic strains assayed [45,46,48]. Of note, the LOC1 strain also increased *SOCS1* and *IL-27* that are known to be involved in the control of inflammation [49,50]. Thus, the LOC1 strain is capable of modulating both the inflammatory and regulatory responses in macrophages. This property was put into further evidence when *L. plantarum* LOC1-treated macrophages were challenged with LPS.

Several large-scale transcriptomic and proteomic studies have been performed with macrophages challenged with LPS with the aim of exploring different aspects of the TLR4 signaling and its impact on mucosal protection [40,41]. In this work, we carried out a transcriptomic study to evaluate the response of murine macrophages to the activation of TLR4 and in line with several other studies [51,52], we found that RAW macrophages mount a complex transcriptomic response characterized by changes in the expression of hundreds of genes with diverse immunological functions. Of note, the most remarkable changes in RAW macrophages after the stimulation with LPS were found in expression of cytokines, chemokines and surface markers genes. Using this transcriptomic approach, we also demonstrated that *L. plantarum* LOC1 exerts a modulatory effect on LPS-induced inflammation, resulting in a differential regulation of immune factor expression in macrophages. Specifically, we found that the LOC1 strain markedly reduced the LPS-induced expression of some inflammatory cytokines (*IL-1β*, *IL-12*, and *CSF2*) and chemokines (*CCL17*, *CCL28*, *CXCL3*, *CXCL13*, *CXCL1*, and *CX3CL1*), while it significantly increased the expression of other cytokines (*TNF-α*, *IL-6*, *IL-18*, *IFN-β*, *IFN-γ*, and *CSF3*), chemokines (*IL-15* and *CXCL9*), and activation markers (*H2-k1, H2-M3, CD80,* and *CD86*) in RAW macrophages (Figure 12).

The cytokines TNF-α, IL-6, IL-18, IFN-β, IFN-γ, and CSF3 produced by macrophages play important roles in the protection again pathogens by promoting phagocytosis and mediating the recruitment and activation of effector immune cells into the site of infection. These functions are complemented by chemokines such as IL-15 and CXCL9 that induce the recruitment of γδ T cells [53] and T cells [54], respectively, which are essential for the protection against Gram negative pathogens. In addition to cytokine and chemokine up-regulation, macrophages increase several activation markers after their stimulation with LPS. In this regard, although MHC class II molecules are constitutively expressed on macrophages, its expression is significantly augmented by LPS [55]. We observed a significant increase in several histocompatibility class II antigens in RAW macrophages challenged with LPS. Of note, *L. plantarum* LOC1 significantly up-regulated the expression of histocompatibility 2, class II antigen K1 and histocompatibility 2, class II antigen M3 as well as the co-stimulatory molecules CD80 and CD86 (Figure 12). MHC class II and co-stimulatory proteins expressed in macrophages are of importance in the development and maintenance of immune responses mediated by T cells, particularly CD4^+^ T lymphocytes [55]. Thus, our results show that the LOC1 strain is able to stimulate macrophages to support T-cell-mediated immunity.

Of note, we also detected the reduction in inflammatory factor expressions in LPS-treated macrophages previously stimulated with *L. plantarum* LOC1 (Figure 12). The reduction in inflammatory cytokines expression in LPS-challenged RAW macrophages have been described for other LAB strains. It was shown that *L. plantarum* CKDB008 reduce the production of NO, TNF-α, IL-6, and IL-1β in LPS-stimulated RAW macrophages [56]. Lactobacilli strains isolated from different sources reduced the levels of TNF-α, IL-1β and IL-6 by inhibiting p38, ERK1/2 and SAPK/JNK pathways in RAW cells challenged with LPS [57]. Similarly, cellular fractions derived from the probiotic strain *L. rhamnosus* GG were shown to inhibit the activation of MAPK and NF-κB signaling pathways in LPS-stimulated RAW cells, leading to reduced TNF-α and IL-6 production [58]. Here, the treatment of macrophages with the LOC1 strain significantly reduced the expression of *IL-1β*, *IL-12*, and *CSF2* as well as *CCL17*, *CXCL3*, *CXCL13*, *CX3CL1* and *CXCL1*, which are chemokines for neutrophils, monocytes, macrophages, and B cells [55]. We also detected the up-regulation of *SOCS-1* that is a negative regulator able to control cytokine signaling [49] and *IL-27* that is an important regulator of inflammation that limit development of IFNγ-producing Th1 cells by stimulating IL-10 production by CD4^+^ T cells [50]. Furthermore, our transcriptomic analysis revealed a differential expression of CD200/CD200R molecules, which reduce the synthesis of proinflammatory mediators and induces the synthesis of anti-inflammatory factors in macrophages [59]. A reduction in the pro-inflammatory marker CD38 [60] was also observed in macrophages treated with the LOC1 strain.

In the presence of inflammatory stimuli such as LPS, macrophages change their gene expression, up-regulating proinflammatory cytokines and chemokines, oxidative metabolites, and proteases that play roles in the protection against pathogens. However, if the macrophage-mediated inflammatory response is not timely and effectively regulated, tissue-destructive pathology is induced [41]. Macrophages show considerable phenotype diversity and plasticity in response to environmental stimuli and can behave as both inflammatory and regulatory cells. Our results allow us to speculate that *L. plantarum* LOC1 would enhance the intrinsic functions of macrophages, promoting their protective effects mediated by the stimulation of the Th1 response without affecting the regulatory mechanisms that help control inflammation. Whether this effect is maintained in vivo, helping to improve protection against pathogens and protecting against inflammation simultaneously, is a topic that should be studied in the immediate future to position this strain as a probiotic to improve resistance to infections. In addition, detailed mechanistic studies are necessary to evaluate the immune receptor(s) used by *L. plantarum* LOC1 to exert its immunomodulatory effects.

We performed here for the first time a genomic characterization of *L. plantarum* LOC1. Genomic comparative analysis was performed with the well-known immunomodulatory strains WCSF1 and CRL1506. We focused our analysis on the molecules of the bacterial surface that could be responsible for interacting with the host’s immunological receptors including surface proteins, adhesion factors, EPS and LTA. The bioinformatic study revealed that *L. plantarum* LOC1 possesses several factors that have been proposed to be important for the interaction of this species of bacteria with the host (Figure 13).

Some studies have shown that EPS produced by *L. plantarum* strains are involved in their immunomodulatory properties. The EPS from *L. plantarum* NCU116 was shown to reduce intestinal inflammation through the STAT3 signaling pathway [61], while the EPS from *L. plantarum* L-14 reduced the expression of cyclooxygenase-2, inducible nitric oxide synthase as well as *IL-6*, *TNF-α*, and *IL-1β* in LPS-challenged RAW macrophages [9]. Thus, we analyzed the EPS genes cluster in the LOC1 strain. There is high diversity among EPS clusters identified in *L. plantarum* strains. Five different EPS clusters were described in this species of lactobacilli [62]. In the model strain WSCF1, four major EPS-synthetic gene clusters were identified and designated as cps1, cps2, cps3, and cps4 [34]. Two separated regions of the *L. plantarum* WCFS1 genome contain those clusters: while cps1, cps2, and cps3 are located in tandem in one region, the cps4 cluster is located separated [34]. Of note, the cps1 gene cluster controlled the molecular mass and the rhamnose composition of EPS [62], while *cps4A-J* genes in the cps4 cluster regulate the overall EPS yield. In fact, the deletion of these genes resulted in a reduction of less than half fold EPS production compared to wild-type bacteria [34]. Of note, both clusters of EPS were almost complete in the genome of *L. plantarum* LOC1, while cps3 was not observed and cps2 partially detected. Similarly, it has been shown that not all *L. plantarum* strains had the four clusters of EPS genes in their genomes [28,63]. Strains ATCC14197 and ST-III have only the csp3 and csp4 clusters, JMD1 only possess the cps4 cluster [63], while the immunomodulatory strain CRL1506 carries cps2, cps3 and cps4 clusters [28]. This variability between the strains could impact in their interaction with the host and particularly with the cells of the immune system such as macrophages. Considering that the LOC1 strain presented differences in EPS clusters in relation to the immunomodulatory strain CRL1506 but modulated in a similar way the response of RAW macrophages, it is possible to speculate that EPS would not be involved in the immunomodulatory activity of *L. plantarum* LOC1.

We also investigated genes coding for proteins involved in the adhesion of *L. plantarum*, which are thought to be important for the strains to fulfill their probiotic functions. In the probiotic WCFS1 strain, several genes with adhesion function were observed, including mucin-, collagen-, chitin-, and fibronectin-binding proteins [29], as well as agglutination factors [64]. In a previous work, when adhesion factors were evaluated in different *L. plantarum* strains possessing differential immunomodulatory properties, we found a great variability between strains [28]. Similarly, we described here that *L. plantarum* LOC1 has its own characteristic set of adhesion factors (Figure 13). Assessing whether any of these factors are essential for its immunomodulatory activity is an interesting topic for future research.

In addition, genes involved in the biosynthesis of TA, LTA and lipoproteins were also analyzed in the genome of *L. plantarum* LOC1. Those molecules have been associated with the immunomodulatory properties of *L. plantarum* strains such as J26 and WCSF1 [36,65]. Thus, the lipoproteins-related genes (*lgt*, lp_0856, lp_0925 and lp_1181), the TA-related genes (*gtcA1*, *gtcA2*, *gtcA3*, *dltX*, *tagD1*, *tarI*, *tarJ*, *tarK* and *tarL*) and the LTA-related gene *dltD* of *L. plantarum* LOC1 were searched by in silico analysis. No differences were found between the LOC1 strain and *L. plantarum* WSCF1 and CRL1506, indicating that these molecules would be similar in the three strains and, therefore, are molecules that could be involved in the immunomodulatory capacity of *L. plantarum* LOC1.

When the genes belonging to metabolic pathways of the three strains (LOC1, WSCF1 and CRL1506) were compared, no significant differences were detected except for genes involved in carbohydrate metabolism, particularly in the presence/absence of GH and GT. These findings are in line with previous studies that reported differences in genes involved in sugar transport and catabolism among *L. plantarum* strains [66]. These different metabolic capacities condition the fermentation and growth characteristics of each strain [67] and collaborate in determining the types of habitats in which the bacteria will be able to subsist as well as their potential biotechnological applications. It is likely that these differences are noticeable in this work since the genomic studies concentrated on *L. plantarum* strains that come from different origins: fresh tea leaves, goat milk and human saliva. An interesting point for future research would be to carry out comparative genomic studies of *L. plantarum* LOC1 with strains isolated from plant sources and from fermented tea or tea fresh leaves. The sequencing of the LOC1 strain genome carried out in this work makes it possible to perform those studies as well as others that are necessary to advance in the potential biotechnological applications of this strain.

## 5. Conclusions

In the current study, we demonstrated that *L. plantarum* LOC1 isolated from fresh tea leaves is an interesting probiotic strain candidate with immunomodulatory activity. In vitro transcriptomic studies demonstrated that the LOC1 strain differentially modulates the expression of immune factors in LPS-challenged macrophages suggesting that this candidate probiotic has the capacity to improve the beneficial functions of these immune cells. In addition, we sequenced the complete genome of *L. plantarum* LOC1 and genomic studies showed that the strain possess several factors described for other probiotic strains that may be involved in its interaction with macrophages. The results of this work can contribute to the development of immune-related functional foods containing *L. plantarum* LOC1. Further investigation into the in vivo beneficial immunomodulatory effects of the LOC1 strain are ongoing.

## Figures and Tables

**Figure 1:**
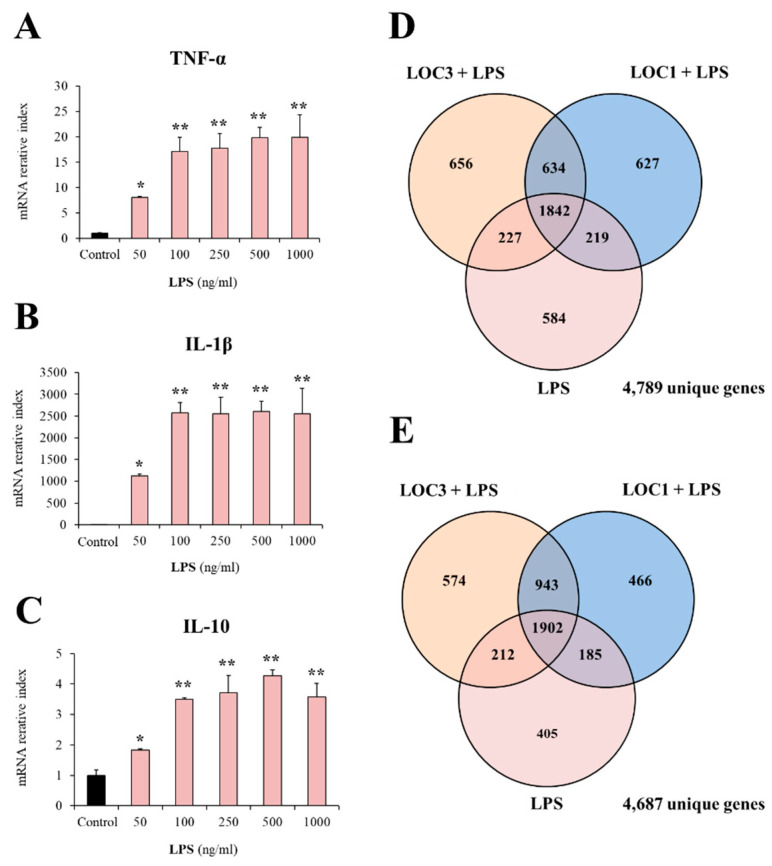
Effect of *Lactiplantibacillus plantarum* strains isolated from fresh tea leaves in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). The expression of the immune factors *TNF-α* (**A**), *IL-β* (**B**) and *IL-10* (**C**) was determined 3 h after different doses of LPS stimulation. Asterisks indicate significant differences between the indicated groups and control macrophages, (*) *p* < 0.05, (**) *p* < 0.01. Macrophages were treated with *L. plantarum* LOC1 or LOC3 strains and then challenged with LPS. The expression of genes was determined by microarray analysis 3 h after LPS stimulation. Non-lactobacilli-treated macrophages stimulated with LPS were used as control. Venn diagrams showing the number of differentially up-regulated (**D**) and down-regulated (**E**) genes for each experimental group.

**Figure 2:**
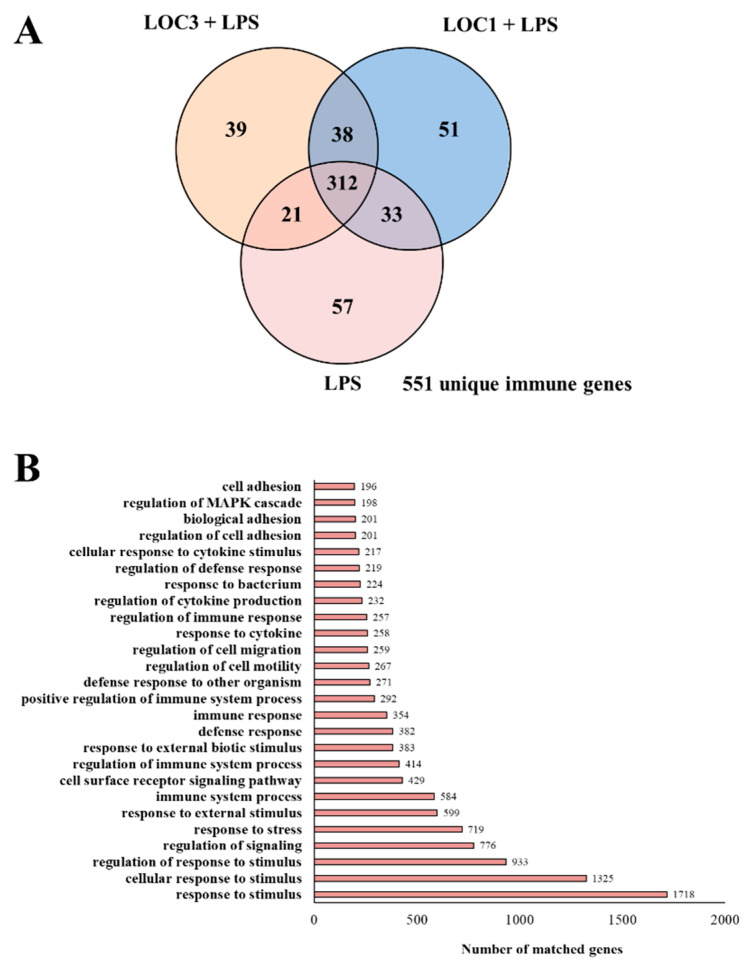
Effect of *Lactiplantibacillus plantarum* strains isolated from fresh tea leaves in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). Macrophages were treated with *L. plantarum* LOC1 or LOC3 strains and then challenged with LPS. The expression of genes was determined by microarray analysis 3 h after LPS stimulation. Non-lactobacilli-treated macrophages stimulated with LPS were used as control. Venn diagrams showing the number of differentially regulated immune (**A**) genes for each experimental group. Number of matched genes categorized according to the Gene Ontology (GO) database (**B**).

**Figure 3:**
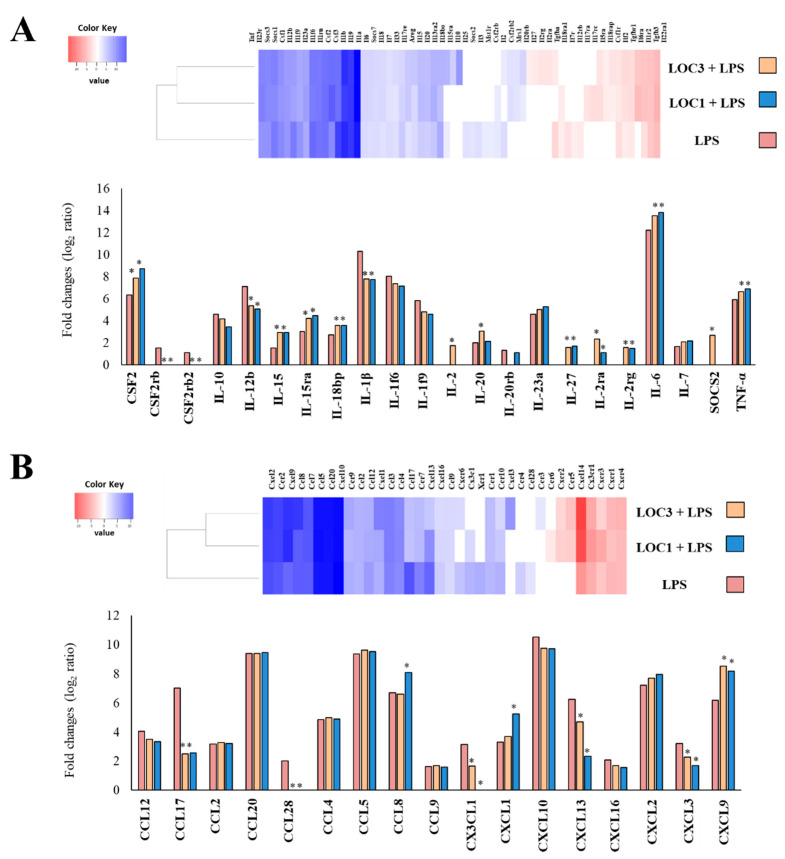
Effect of *Lactiplantibacillus plantarum* strains isolated from fresh tea leaves in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). Macrophages were treated with *L. plantarum* LOC1 or LOC3 strains and then challenged with LPS. The expression of genes was determined by microarray analysis 3 h after LPS stimulation. Non-lactobacilli-treated macrophages stimulated with LPS were used as control. Heat-map analysis and fold expression changes of cytokines (**A**) and chemokines (**B**). Asterisks indicate significant differences between the indicated groups and LPS-challenged control macrophages, (*) *p* < 0.05.

**Figure 4:**
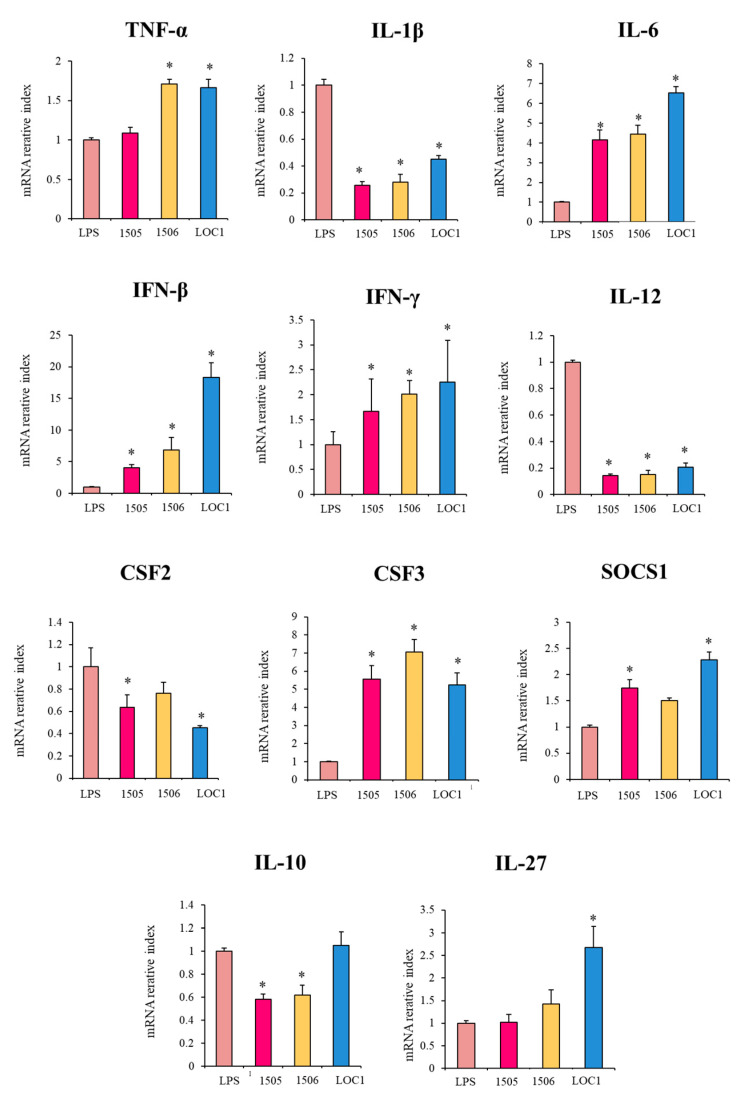
Effect of *Lactiplantibacillus plantarum* LOC1 in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). Macrophages were treated with *L. plantarum* LOC1 and then challenged with LPS. The expression of immune factors was determined 3 h after LPS stimulation. Macrophages treated with the probiotic strains *Lacticaseibacillus rhamnosus* CRL1505 or *L. plantarum* CRL1506 and then challenged with LPS were used for comparisons. Results represent data from three independents. Asterisks indicate significant differences between the indicated groups and LPS-challenged control macrophages, (*) *p* < 0.05.

**Figure 5:**
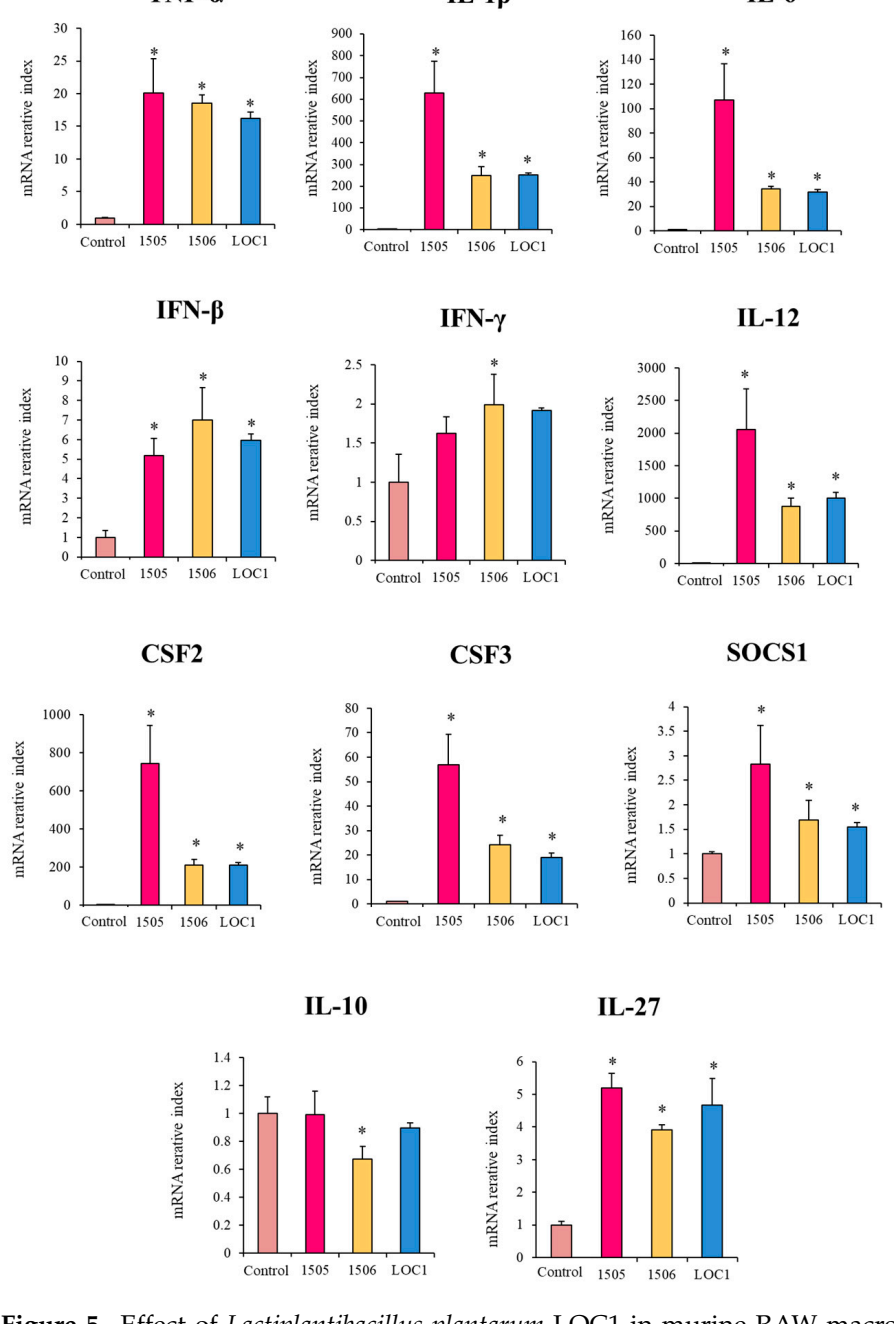
Effect of *Lactiplantibacillus plantarum* LOC1 in murine RAW macrophages. Cells were treated with *L. plantarum* LOC1 and the expression of immune factors was determined 12 h after lactobacilli stimulation. Macrophages treated with the probiotic strains *Lacticaseibacillus rhamnosus* CRL1505 or *L. plantarum* CRL1506 were used for comparisons. Results represent data from three independents. Asterisks indicate significant differences between the indicated groups and untreated control macrophages, (*) *p* < 0.05.

**Figure 6:**
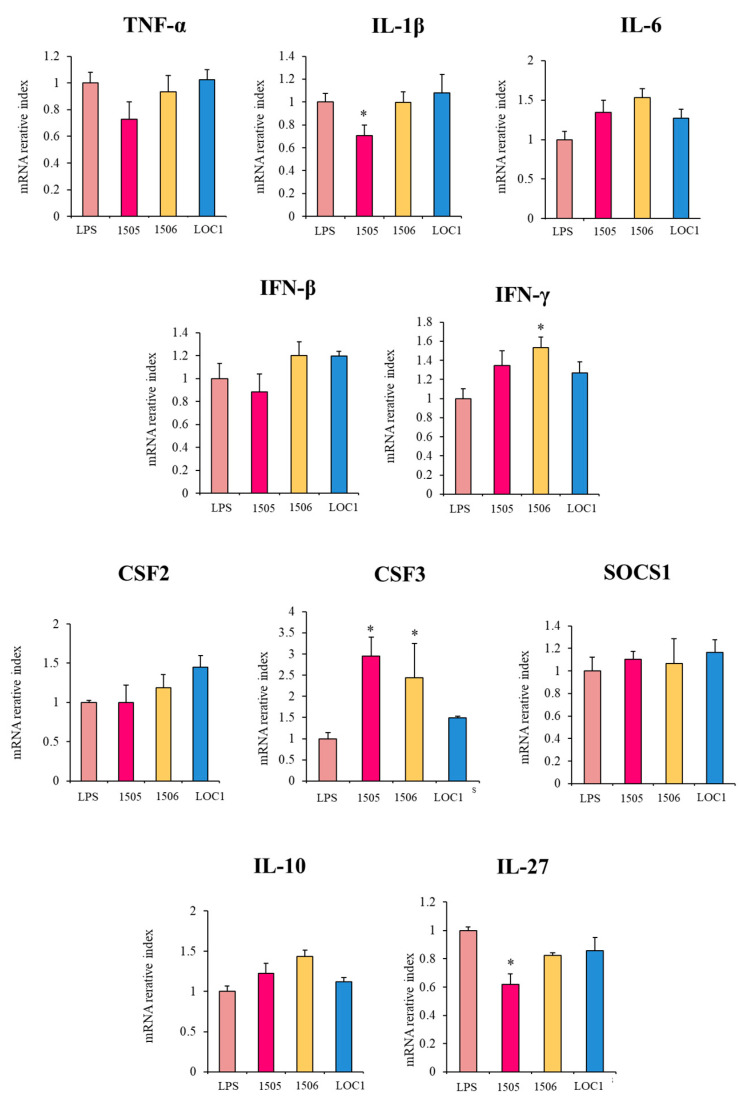
Effect of *Lactiplantibacillus plantarum* LOC1 in murine intestinal epithelial (MIE) cells and RAW macrophage co-cultures stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). MIE cells in co-culture with macrophages were treated with *L. plantarum* LOC1 and then challenged with LPS. The expression of immune factors was determined in macrophages 3 h after LPS stimulation. Co-cultures treated with the probiotic strains *Lacticaseibacillus rhamnosus* CRL1505 or *L. plantarum* CRL1506 and then challenged with LPS were used for comparisons. Results represent data from three independents. Asterisks indicate significant differences between the indicated groups and LPS-challenged control co-cultures, (*) *p* < 0.05.

**Figure 7:**
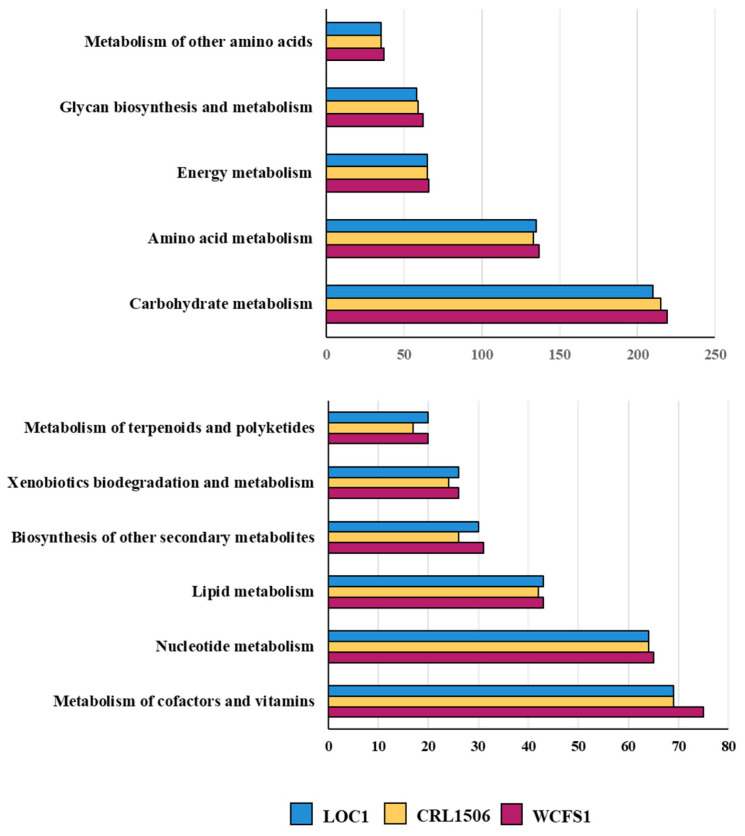
Study of the number of genes in the different functional categories associated with metabolic pathways of the genome of *Lactiplantibacillus plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference. Functional characterization of genes was performed with the BlastKOALA tool according to the KEGG database.

**Figure 8:**
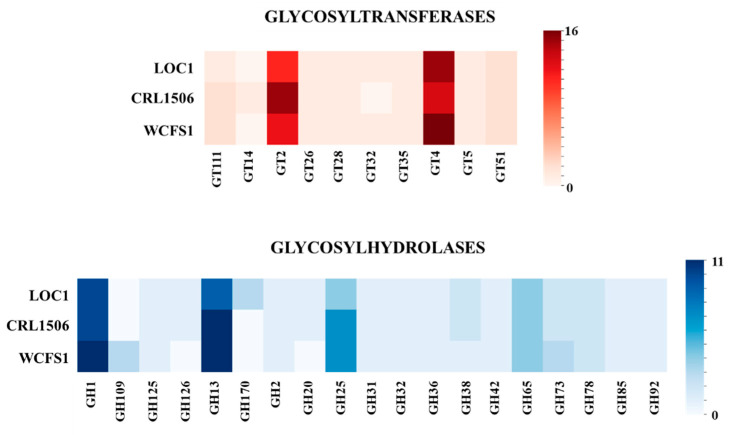
Analysis of the number of genes of the different families of glycosyltransferases (GT) and glycosylhydrolases (GH) in *Lactiplantibacillus plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference.

**Figure 9:**
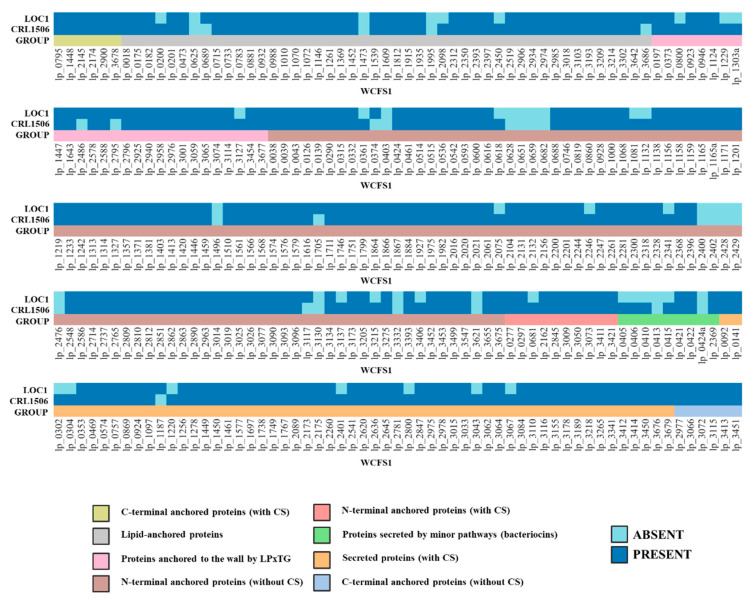
Analysis of the presence/absence of extracellular proteins in *Lactiplantibacillus plantarum* LOC1. The genomes of LOC1 and CRL1506 strains were studied and compared with the probiotic strain WCFS1 as reference (*lp_* genes). Proteins were grouped in C-terminal anchored proteins with and without cleavage sites (CS), N-terminal anchored proteins with and without CS, lipid-anchored proteins, proteins anchored to the wall by the LPxTG domain, secreted proteins with CS and proteins secreted by minor pathways.

**Figure 10:**
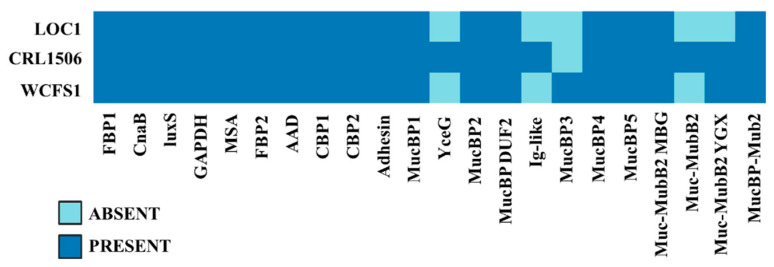
Analysis of the presence/absence of genes involved in adhesion in *Lactiplantibacillus plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference.

**Figure 11:**
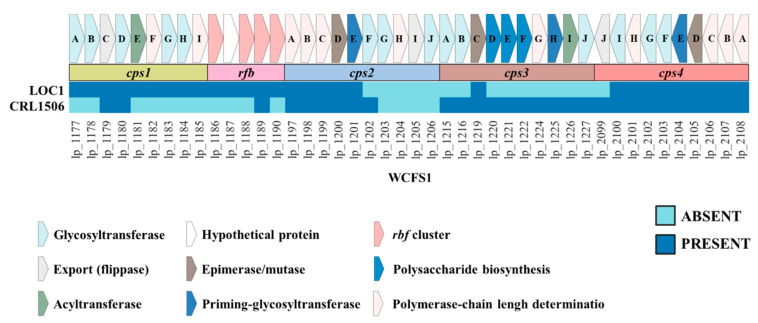
Analysis of the presence/absence of genes involved in the biosynthesis of exopolysaccharides (EPS) in *Lactiplantibacillus plantarum* LOC1. The genomes of LOC1 and CRL1506 strains were studied and compared with the probiotic strain WCFS1 as reference (*lp_* genes). Four clusters for EPS biosynthesis (cps1, cps2, cps3 and cps4) and the *rfb* cluster involved in the incorporation of rhamnose to EPS are shown.

**Figure 12:**
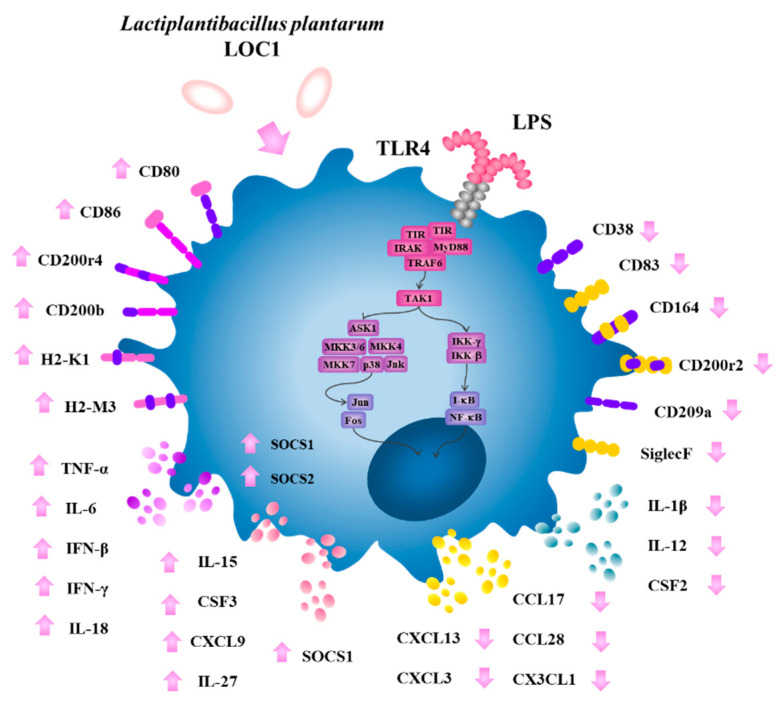
Schematic representation of the immune factor expressions differentially by *Lactiplantibacillus plantarum* LOC1 in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). Up- and down-regulation of immune genes with respect to LPS-treated control macrophages are shown with arrows.

**Figure 13:**
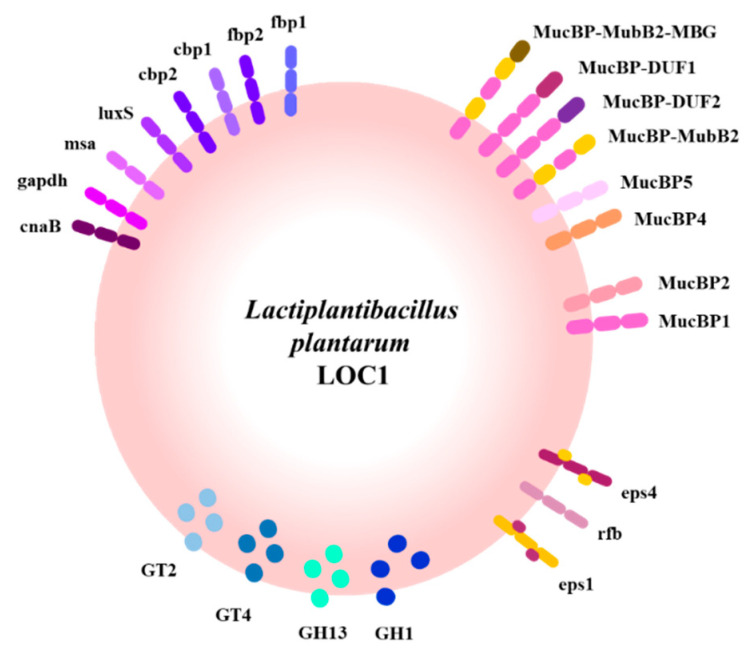
Schematic representation of glycosylhydrolases (GH), glycosyltransferases (GT), adhesion factors and exopolysaccharide (EPS) detected in the *Lactiplantibacillus plantarum* LOC1 genome. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference.

**Table 1:** General genomic characteristics of the *L. plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference.

*Lactoplantibacillus plantarum*	LOC1	CRL1506	WCFS1
Host	*Camellia sinensis*	*Capra aegagrus hircus*	*Homo sapiens*
Origen	Fresh tea leaves	Milk	Saliva
Genome size (pb)	3,138,505	3,228,096	3,348,624
G+C content (%)	44.7	44.5	44.4
Genes	3078	3051	3154
Coding sequences (total)	2907	2967	3062
Protein coding sequences	2834	2918	3015
ARNr (5s, 16s, 23s)	3 (1, 1, 1)	13 (6, 4, 3)	16 (6, 5, 5)
ARNt	57	67	72
Access number	BOUN00000000	LNCP00000000	AL935263.2

## Data Availability

Data are contained within this article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/foods11203257/s1, Figure S1: Effect of *Lactiplantibacillus plantarum* strains isolated from fresh tea leaves in murine RAW macrophages stimulated with the Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS). Macrophages were treated with *L. plantarum* LOC1 or LOC3 strains and then challenged with LPS. The expression of genes was determined by microarray analysis 3 h after LPS stimulation. Non-lactobacilli-treated macrophages stimulated with LPS were used as control. Heat-map analysis and fold expression changes of surface markers (A) and interferons (IFNs) and IFNs-related genes (B). Asterisks indicate significant differences between the indicated groups and LPS-challenged control macrophages, (*) *p* < 0.05. Figure S2: Study of the number of genes in the different functional categories associated with “genetic information processing”, “environmental information processing” and “cellular process” pathways of the genome of *Lactiplantibacillus plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference. Functional characterization of genes was performed with the BlastKOALA tool according to the KEGG database. Figure S3: Analysis of the presence/absence of genes involved in the biosynthesis of lipoproteins, teichoic acids and lipoteichoic acids in *Lactiplantibacillus plantarum* LOC1. The genome of the LOC1 strain was studied and compared with the probiotic strains WCFS1 and CRL1506 as reference. Table S1: Nucleotide sequences of the specific primers used for real-time PCR.

# Supplementary material for: Lactiplantibacillus plantarum LOC1 Isolated from Fresh Tea Leaves Modulates Macrophage Response to TLR4 Activation
**Source:** Foods. 2022 Oct 18;11(20):3257. doi: 10.3390/foods11203257
**Supplement:** Supplementary file 1

## Slide 1
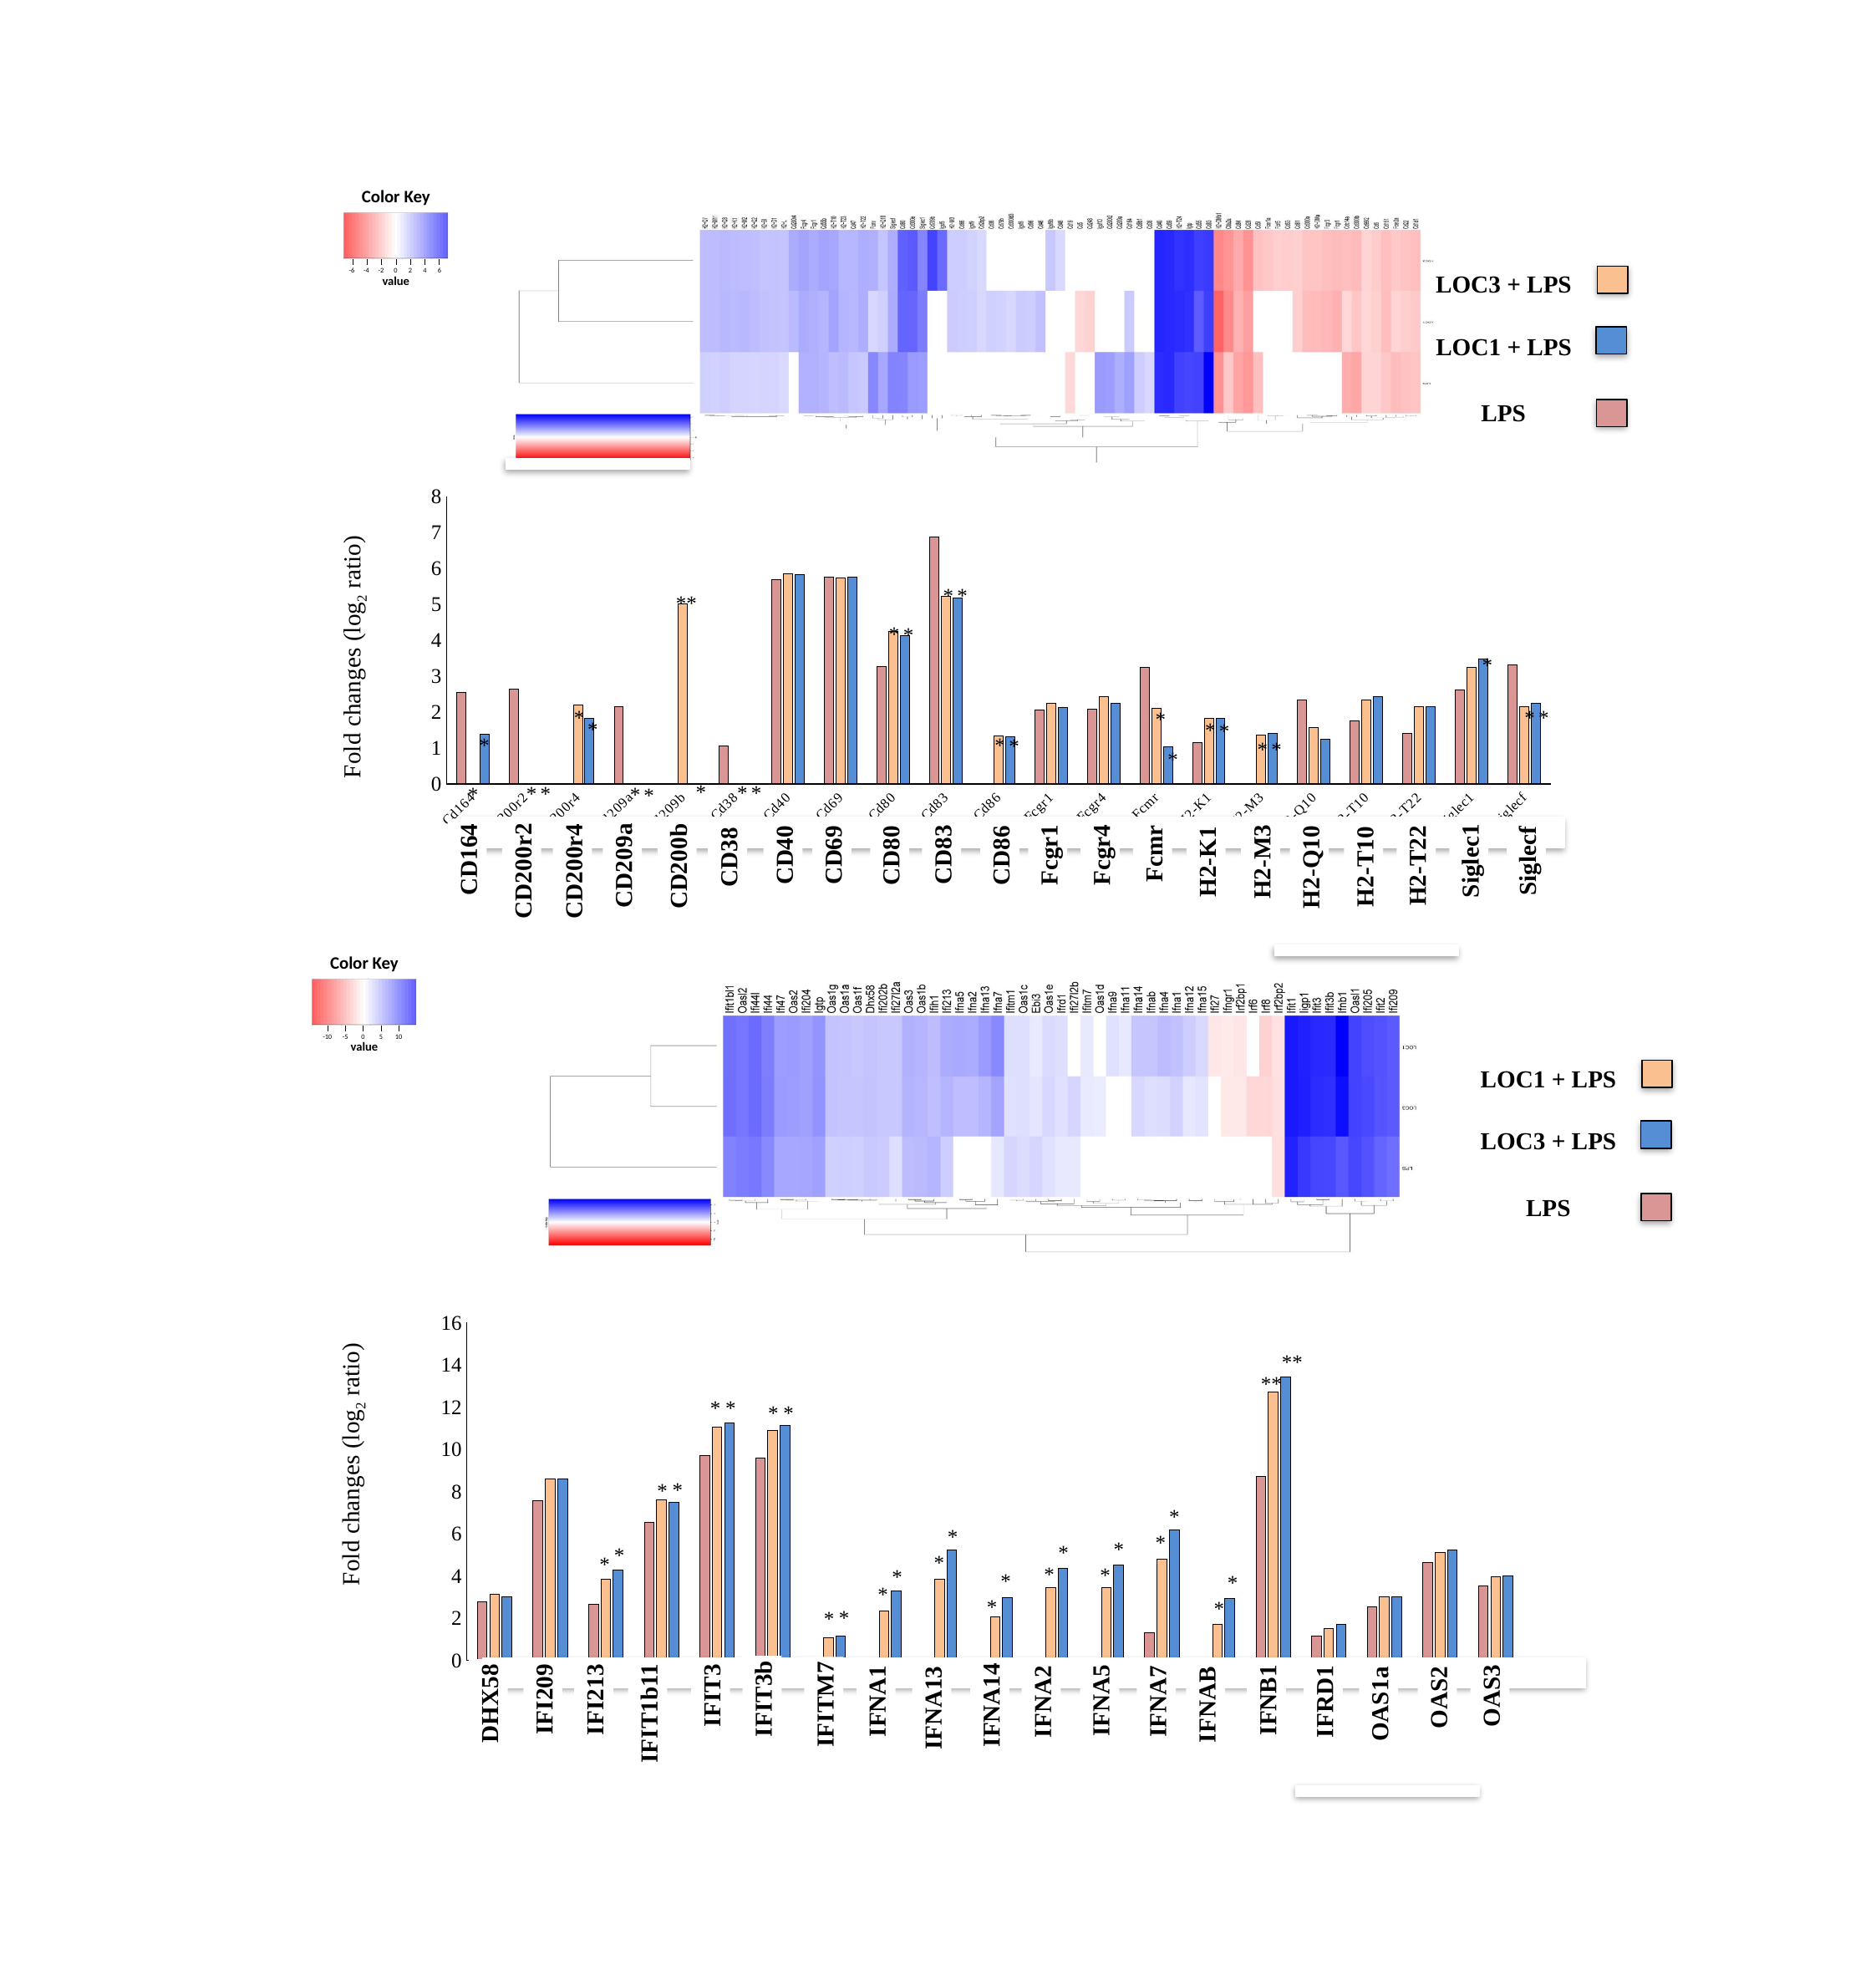

Color Key
| | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| -6 | -4 | -2 | 0 | 2 | 4 | 6 |
| --- | --- | --- | --- | --- | --- | --- |
LOC3 + LPS
value
LOC1 + LPS
LPS
### Chart
| Category | LPS | LOC3 | LOC1 |
|---|---|---|---|
| Cd164 | 2.5442443 | 0.0 | 1.3742685 |
| Cd200r2 | 2.64253 | 0.0 | 0.0 |
| Cd200r4 | 0.0 | 2.1913671 | 1.8228402 |
| Cd209a | 2.15722079999999 | 0.0 | 0.0 |
| Cd209b | 0.0 | 5.020059 | 0.0 |
| Cd38 | 1.0642104 | 0.0 | 0.0 |
| Cd40 | 5.675788 | 5.8570557 | 5.832567 |
| Cd69 | 5.760333 | 5.73831459999999 | 5.7650194 |
| Cd80 | 3.2594838 | 4.2383327 | 4.128257 |
| Cd83 | 6.8721166 | 5.229248 | 5.163336 |
| Cd86 | 0.0 | 1.33596989999999 | 1.3114986 |
| Fcgr1 | 2.0555506 | 2.2353725 | 2.12453079999999 |
| Fcgr4 | 2.0671358 | 2.4309006 | 2.2470255 |
| Fcmr | 3.2295604 | 2.101883 | 1.0358953 |
| H2-K1 | 1.1500225 | 1.8150921 | 1.8181915 |
| H2-M3 | 0.0 | 1.3439808 | 1.3982353 |
| H2-Q10 | 2.32370379999999 | 1.5634909 | 1.236701 |
| H2-T10 | 1.7618685 | 2.3427715 | 2.422061 |
| H2-T22 | 1.4074316 | 2.1402245 | 2.1445646 |
| Siglec1 | 2.61064 | 3.2440095 | 3.481112 |
| Siglecf | 3.3058982 | 2.1489944 | 2.232524 |*
*
**
*
*
Fold changes (log2 ratio)
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
CD164
Fcgr4
Fcgr1
CD83
CD86
CD80
CD38
CD40
CD209a
Siglec1
H2-M3
CD200r2
CD200b
Fcmr
H2-Q10
CD69
H2-T22
Siglecf
H2-T10
H2-K1
CD200r4
Color Key
| | | | | | |
| --- | --- | --- | --- | --- | --- |
| -10 | -5 | 0 | 5 | 10 |
| --- | --- | --- | --- | --- |
value
LOC1 + LPS
LOC3 + LPS
LPS
### Chart
| Category | LPS | LOC3 | LOC1 |
|---|---|---|---|
| Dhx58 | 2.78040029999999 | 3.1234045 | 3.0119672 |
| Ifi209 | 7.5502815 | 8.578526 | 8.60254 |
| Ifi213 | 2.6446285 | 3.837037 | 4.2882185 |
| Ifit1bl1 | 6.528382 | 7.586512 | 7.4772906 |
| Ifit3 | 9.703583 | 11.032979 | 11.236982 |
| Ifit3b | 9.578332 | 10.894328 | 11.135114 |
| Ifitm7 | 0.0 | 1.0735435 | 1.1509762 |
| Ifna1 | 0.0 | 2.3534355 | 3.272359 |
| Ifna13 | 0.0 | 3.84216169999999 | 5.231472 |
| Ifna14 | 0.0 | 2.0517983 | 2.99056429999999 |
| Ifna2 | 0.0 | 3.4531507 | 4.3529468 |
| Ifna5 | 0.0 | 3.435894 | 4.530258 |
| Ifna7 | 1.29612969999999 | 4.779618 | 6.183199 |
| Ifnab | 0.0 | 1.6919346 | 2.94820449999999 |
| Ifnb1 | 8.698807 | 12.696144 | 13.4240339999999 |
| Ifrd1 | 1.1566896 | 1.500761 | 1.7092791 |
| Oas1a | 2.53062439999999 | 3.0074234 | 3.0251675 |
| Oas2 | 4.6216383 | 5.113331 | 5.2401586 |
| Oas3 | 3.5295286 | 3.949934 | 4.0004063 |**
**
*
*
*
*
Fold changes (log2 ratio)
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
IFIT3b
IFNA5
IFNA1
IFNA2
DHX58
IFNA14
IFITM7
OAS3
IFNB1
IFI209
IFIT3
IFNA7
IFNA13
IFRD1
OAS2
OAS1a
IFNAB
IFIT1b11
IFI213

# Supplementary material for: Lactiplantibacillus plantarum LOC1 Isolated from Fresh Tea Leaves Modulates Macrophage Response to TLR4 Activation
**Source:** Foods. 2022 Oct 18;11(20):3257. doi: 10.3390/foods11203257
**Supplement:** Supplementary file 1

## Slide 1
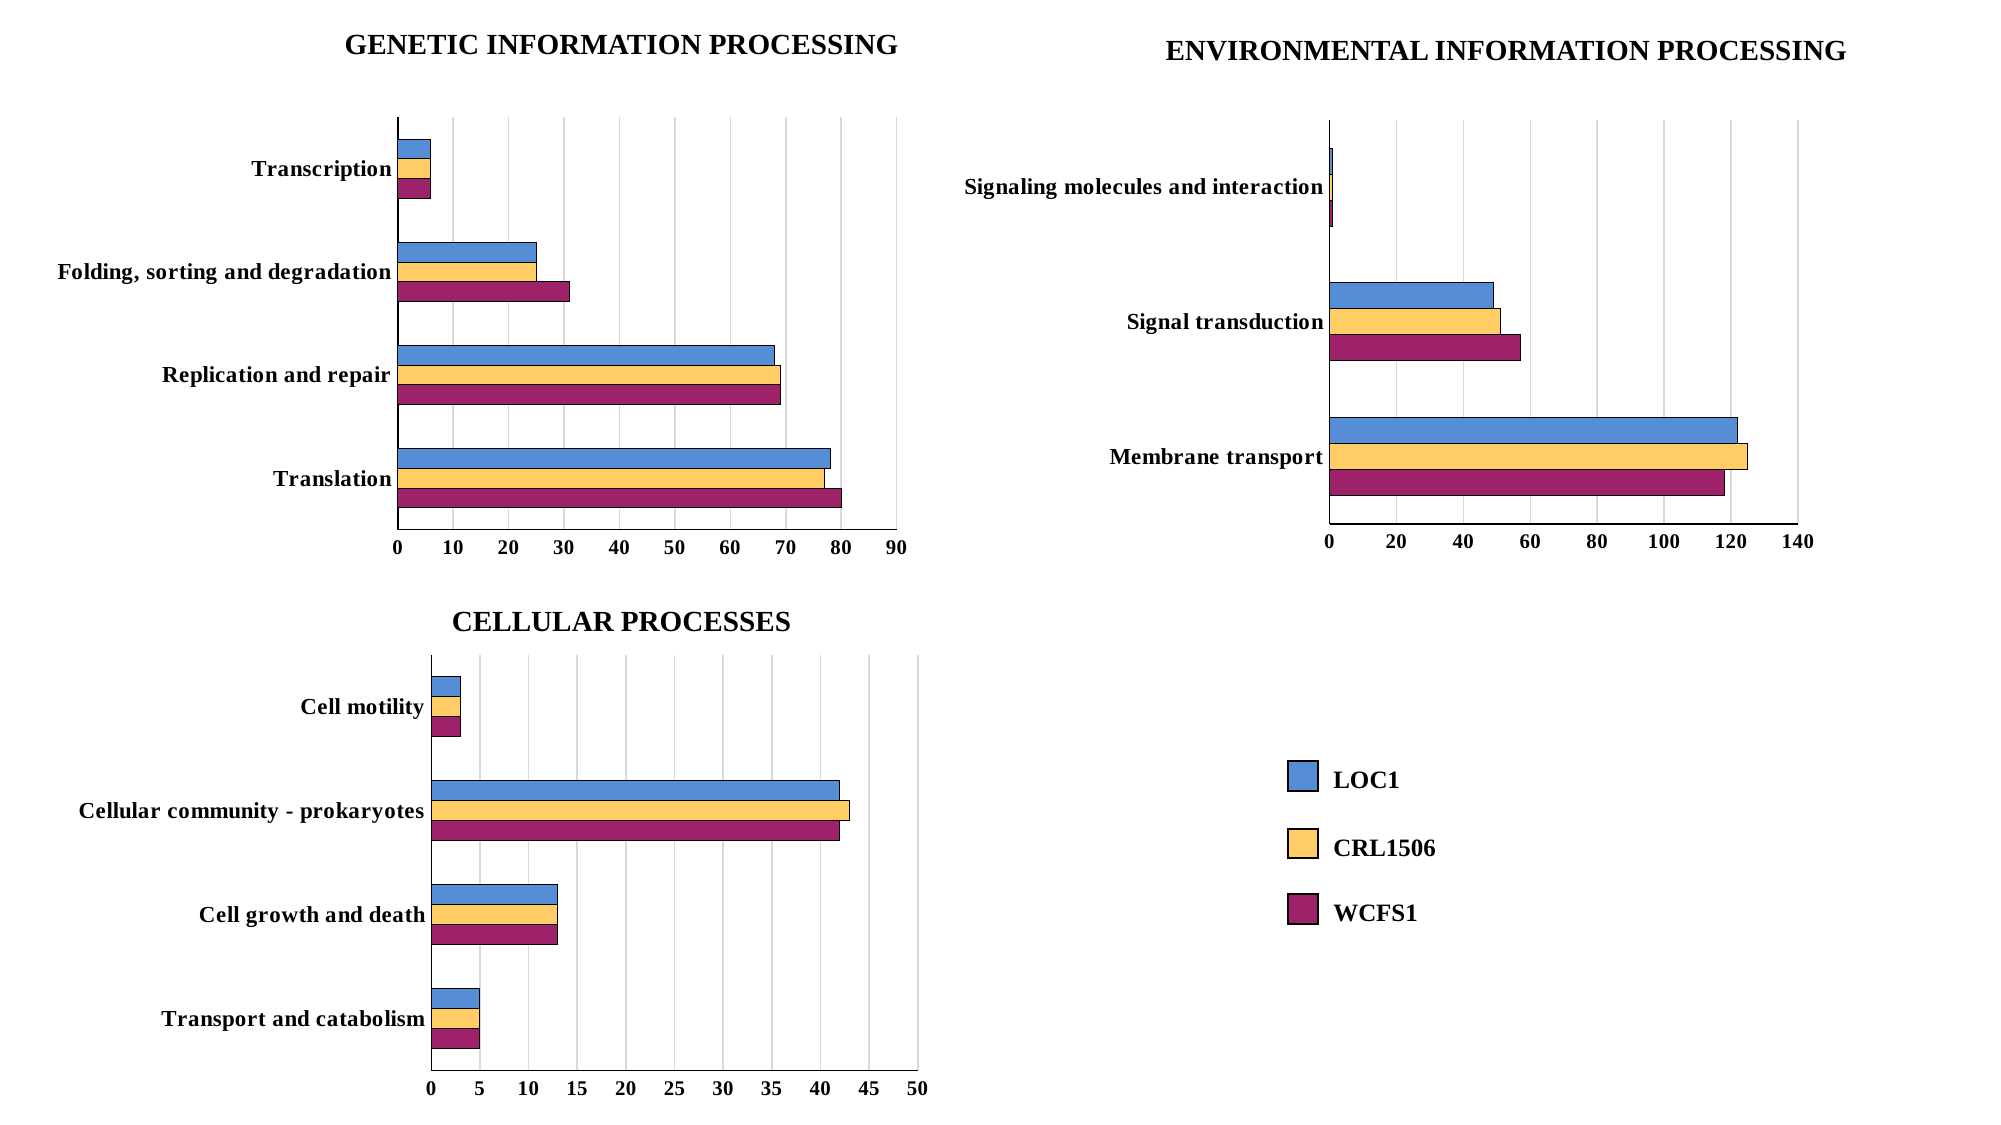

GENETIC INFORMATION PROCESSING
 ENVIRONMENTAL INFORMATION PROCESSING
### Chart
| Category | WCFS1 | CRL1506 | LOC1 |
|---|---|---|---|
| Translation | 80.0 | 77.0 | 78.0 |
| Replication and repair | 69.0 | 69.0 | 68.0 |
| Folding, sorting and degradation | 31.0 | 25.0 | 25.0 |
| Transcription | 6.0 | 6.0 | 6.0 |
### Chart
| Category | WCFS1 | CRL1506 | LOC1 |
|---|---|---|---|
| Membrane transport | 118.0 | 125.0 | 122.0 |
| Signal transduction | 57.0 | 51.0 | 49.0 |
| Signaling molecules and interaction | 1.0 | 1.0 | 1.0 |CELLULAR PROCESSES
### Chart
| Category | WCFS1 | CRL1506 | LOC1 |
|---|---|---|---|
| Transport and catabolism | 5.0 | 5.0 | 5.0 |
| Cell growth and death | 13.0 | 13.0 | 13.0 |
| Cellular community - prokaryotes | 42.0 | 43.0 | 42.0 |
| Cell motility | 3.0 | 3.0 | 3.0 |LOC1
CRL1506
WCFS1

# Supplementary material for: Lactiplantibacillus plantarum LOC1 Isolated from Fresh Tea Leaves Modulates Macrophage Response to TLR4 Activation
**Source:** Foods. 2022 Oct 18;11(20):3257. doi: 10.3390/foods11203257
**Supplement:** Supplementary file 1

## Slide 1
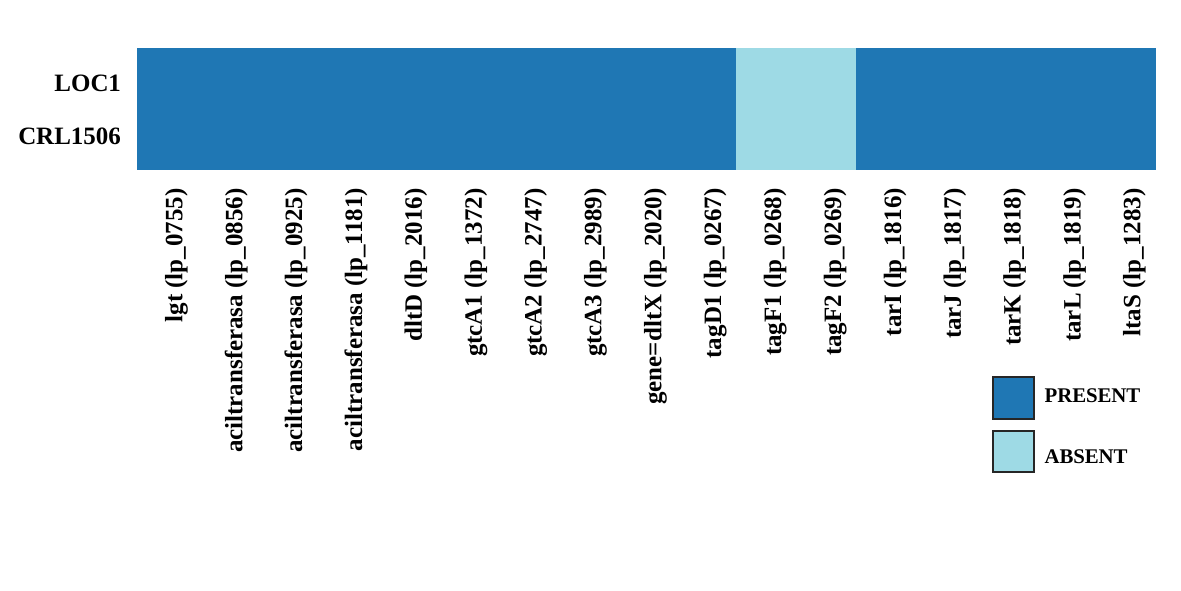

lgt (lp_0755)
aciltransferasa (lp_0856)
aciltransferasa (lp_0925)
aciltransferasa (lp_1181)
dltD (lp_2016)
gtcA1 (lp_1372)
gtcA2 (lp_2747)
gtcA3 (lp_2989)
gene=dltX (lp_2020)
tagD1 (lp_0267)
tagF1 (lp_0268)
tagF2 (lp_0269)
tarI (lp_1816)
tarJ (lp_1817)
tarK (lp_1818)
tarL (lp_1819)
ltaS (lp_1283)
| | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| | | | | | | | | | | | | | | | | |
LOC1
CRL1506
PRESENT
ABSENT

How the deposited data were processed for this re-analysis (not part of the article)

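RNA from RAW264.7 macrophages stimulated with LPS, with LOC1 before LPS and with LOC3 before LPS was measured on 1-colour Agilent mouse arrays, with 200 ng of RNA and 1 array per condition. The intensity of each spot was background-subtracted and detrended by the authors with Feature Extraction before it was deposited, with no normalization between arrays. The log2 ratios were deposited by the authors after processing in GeneSpring 13.1, as the difference of each array from 1 common reference after a constant shift per array, and values under 2-fold were left blank. All 12935 blank cells, rebuilt from the intensities, lay under 2-fold. Of 143 probes well above background on all 3 arrays and spanning over 4-fold between them, 15 are absent from the deposited table, so the threshold alone does not say which probes it lists.

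Spots that the scanner software marked as outliers were left out, 135 on the LPS array, 118 with LOC1 and 133 with LOC3. The log2 intensity less the 75th percentile of the array was compared between arrays for genes well above background on at least 1 of the 2 arrays, with a threshold of 2-fold. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used, with matplotlib 3.10.9 for figures and limma 3.58.1 for normexp background correction with an offset of 50. Probe positions are those of mm9 in the file headers. Of the 56605 probes, 33767 were matched to a gene by accession, 877 of them with another symbol than on the array.

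The genes named in the text were taken from a set fixed by a rule, and some of that set are not given in the text. The set holds every gene that the paper names for the arrays and that the gene names of the files hold, Actb and Gapdh, and the 5 genes with the largest LOC1 difference in each direction. These last had to be past 2-fold in the same direction with both strains and well above background on all 3 arrays. All their detected probes had to change the same way, and their name could not be a clone, accession or predicted-gene name. In all, 89 genes are named by the paper. The rule, the settings and the alternatives were chosen before the data were examined, apart from those said to be chosen later. Sets of genes were compared as 9 lists: interferon-stimulated, NF-kB feedback and early response, anti-inflammatory and tolerance, unfolded protein response, NRF2 target, glycolysis, macrophage lineage, cholesterol biosynthesis and cell cycle genes. Each list's median difference was placed among 10000 random lists matched over 20 bins of signal, and 0 of the list genes are also named by the paper. A percentile places a list among genes of 1 pair of arrays and is not a p-value between conditions.

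The procedure was tested on simulated data. Of 200 genes with a planted change, 93.0% were recovered in each simulated comparison, and 0 unchanged genes were called. The simulated arrays were copies of the LPS array with less noise than dim probes had here and no variation between cultures. All planted changes were past 2-fold. The absence of false calls there therefore does not give the rate of false calls in the data. Of 100 unchanged lists, 6 fell outside the percentiles from 2.5 to 97.5, and a list with a planted shift of 0.50 on the log2 scale was at percentile 100. The precision of the differences is limited by the number of arrays.

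The alternatives tried were median scaling, quantile normalization, normexp background correction, the deposited ratios, genes well above background on both arrays, no filter and no floor, the mean of the detected probes, outlier spots kept, saturated probes left out, a 3-fold threshold, a threshold of 2 standard errors beside 2-fold, and probes in place of genes. Chosen after the data were seen were the 75th percentile over probes detected on all arrays, and the bounds on deposited ratios. The test between groups named in the methods was left out because it needs more than 1 array per condition, and the immune-related genes by GO terms were left out because that list is not used here.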

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

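The tests of the cholesterol biosynthesis, cell cycle and NF-kB lists and of the genes with opposite directions were chosen only after the result was seen.

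Cholesterol biosynthesis genes, which the paper does not discuss, had a median log2 difference from LPS of -1.09 with LOC1 and -0.95 with LOC3. All 17 detected genes were lower with both strains, 10 of them at least 2-fold with LOC1 and 8 with LOC3. The medians were -1.13 and -1.02 under quantile normalization and -0.88 and -0.77 under median scaling. The nearest to 0 of these, -0.77, argues against scaling between arrays as the whole cause. Dim signals were argued against because all 17 genes were well above background on all 3 arrays, where the higher median was -0.95. An effect of the lactobacilli may underlie the difference, as a hypothesis. A difference between single cultures that has nothing to do with the treatment was not tested and stays open.

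Cell cycle genes had a median of -0.53 with LOC1 and -0.64 with LOC3, with 20 and 21 of 23 genes lower. The medians were -0.58 and -0.72 under quantile normalization, -0.31 and -0.45 under median scaling, and -0.30 and -0.41 with the deposited ratios. The nearest to 0 under another scaling, -0.31, argues against scaling between arrays as the whole cause. Over genes well above background on all 3 arrays the higher median was -0.53, which argues against dim signals. Growth state or cell density of the single cultures could also give such a difference, and neither was tested.

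NF-kB feedback and early response genes had a median of -0.27 with LOC1 and -0.15 with LOC3, with 14 and 12 of 20 genes lower, so members went both ways. Under quantile normalization the medians were -0.33 and -0.22, and under median scaling -0.05 and 0.031, so the direction with LOC3 flips and scaling between arrays may explain it. Over genes well above background on all 3 arrays the higher median was -0.15, which argues against dim signals. Relative to matched lists, from which a constant scaling cancels, the medians were -0.36 and -0.28, and the cause of that stays open.

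On the LOC3 + LPS array, 172 probes were at least 4-fold brighter than on both other arrays, and 148 of them were not well above background on either. There were 84 such probes on the LPS array and 41 with LOC1. The pixel coefficient of variation of the 172 spots had a median of 0.418, against 0.212 for spots of matched signal, at percentile 100 of the draws. Uneven spots or debris may explain part of them. The spots bright on 1 array only were also uneven with LPS, at 0.307 against 0.193, and with LOC1, at 0.579 against 0.205. A response to LOC3 in some of the probes was not tested.

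In all, 3 genes were at least 2-fold from LPS in opposite directions with the 2 strains, and they are named here after their values were seen. Zfp12 was at -1.25 with LOC1 and 2.04 with LOC3, measured on all arrays. Its probe, like that of A230061C15Rik, was at least 4-fold brighter with LOC3 than on both other arrays. Uneven spots or debris may explain part of such signals, and this was not checked for single probes. A230061C15Rik and ENSMUST00000218112 were not well above background with LOC1. The difference between the strains was not tested for any of them. Draws with the spread between the LOC1 + LPS and LOC3 + LPS arrays gave 5.83 such genes on average, from 0 to 14. That spread holds any difference between the strains, so spread between arrays and a difference between the strains cannot be told apart.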

How the results depend on the processing

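The alternatives with the 75th percentile over probes detected on all arrays and with bounds on the deposited ratios were chosen only after the result was seen. No paired analysis was possible because 1 array per condition was analysed.

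The number of genes past 2-fold moved by over 1.5 times under these alternatives. For LOC1 against LPS it was 1272, and became 416 at 3-fold, 3839 without filter and floor, 422 with normexp background correction, 2003 for probes, 556 with the deposited ratios and 845 for genes well above background on both arrays. For LOC3 against LPS it was 1232, and became 407, 3779, 411, 1928, 541 and 711 in the same order. For LOC1 against LOC3 it was 522, and became 290 at 3-fold, 287 beyond 2 standard errors, 2814 without filter and floor, 154 with normexp background correction, 212 with the deposited ratios and 105 on both arrays. For genes shared by both strains it was 706, and became 169 at 3-fold, 1742 without filter and floor, 267 with normexp background correction, 1114 for probes and 332 with the deposited ratios. Stricter thresholds and filters lower these counts by construction, and for the others the cause was not tested.

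The split into higher and lower genes depended on the scaling. Of the genes past 2-fold with LOC1, 39.3% were higher, against 64.9% under median scaling and 50.6% under quantile normalization. With LOC3 it was 48.5%, against 68.7% and 58.0%, and for the shared genes 31.2%, against 58.6% and 40.2%. Median scaling moved the median difference of all genes from 0.00 to 0.22 with LOC1 and from 0.03 to 0.22 with LOC3. Of the 1272, 1232 and 706 genes, 979, 996 and 519 were also called under median scaling. Normexp background correction gave 50.5% higher with LOC1, 61.3% with LOC3 and 46.4% for the shared genes, the 3-fold threshold 44.5% with LOC1 and 63.9% with LOC3, and the deposited ratios 46.9% with LOC1 and 41.9% for the shared genes. Genes well above background on both arrays gave 38.9% for the shared genes. Other alternatives lowered the share. The 75th percentile over probes detected on all arrays gave 32.1% with LOC1, 40.3% with LOC3 and 23.9% for the shared genes, and probes 33.4%, 39.8% and 25.0%. Without filter and floor it was 37.4%, 43.6% and 26.6%, and with LOC3 on both arrays 41.5%. For LOC1 against LOC3 the share was 29.9%, and became 51.4% with the deposited ratios, 42.0% without filter and floor, 35.2% on both arrays and 24.5% at 3-fold.

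Without the split into gene families, the LOC1 to LOC3 distance stayed the smallest under each of these alternatives. With LPS to LOC1 and LPS to LOC3 after it, it was 0.66, 0.68 and 0.72 without filter and floor, 0.20, 0.36 and 0.35 with normexp background correction, 0.59, 0.86 and 0.85 with the deposited ratios, and 0.23, 0.47 and 0.45 for genes well above background on both arrays. The cause was not tested.

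List medians less those of matched lists moved as follows, and the cause was not tested. As the mean of the detected probes with LOC1 and LOC3, the anti-inflammatory list was at -0.31 and -0.36, cholesterol biosynthesis at -1.29 and -1.13, glycolysis at -0.24 and -0.14, and the interferon-stimulated list at 0.23 and 0.19. With LOC1 the NF-kB list was at -0.47 and the unfolded protein response at 0.31. With the deposited ratios the NF-kB list was at -0.47 and -0.35, the anti-inflammatory list at 0.19 and -0.16, cell cycle at -0.39 and -0.51, the interferon-stimulated list at 0.23 and 0.25, and with LOC1 the unfolded protein response at 0.25. Without filter and floor cholesterol biosynthesis was at -0.94 with LOC3.

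Among 122 differences of named genes from LPS that the deposited ratios also give, 6 changed sign, 2 calls were lost and 7 gained. Siglec1 reversed to -0.12 with LOC1 and -0.34 with LOC3, Cd80 to 0.87 and 0.98, Cd164 to -1.17 with LOC1 and Ccl20 from -0.01 to 0.03 with LOC3. For Siglec1, Cd80 and Cd164 another probe represents the gene there. The names listed as higher with LPS fell from 3577 to 2210 as bounds, since a dim reference is raised. Among 171 differences of named genes from LPS, 66 were past 2-fold. Median scaling changed 4 signs, lost 5 calls and gained 7, quantile normalization changed 9, lost 4 and gained 1, and the mean of the detected probes changed 11, lost 4 and gained 4. Normexp background correction changed 1 and lost 12. The 75th percentile over probes detected on all arrays changed 9, lost 3 and gained 3. Leaving out filter and floor changed 0 signs and gained 7 calls. Keeping outlier spots changed 0 signs and calls. Leaving out saturated probes says nothing, since no spot was saturated.

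Signal over background limits these results, since genes not well above background on 1 array give bounds and those on neither array give no value.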

Differences from the paper's values

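Comparisons with single other probes of a gene were chosen only after the result was seen.

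For the qPCR folds of LOC1 + LPS against LPS in Fig. 4, read by eye, the paper's value is about 0.45 for Csf2, against 5.13 on the arrays, about 5.2 for Csf3, against 1.11, about 1 for Il10, against 0.434, about 6.5 for Il6, against 2.64, and about 2.3 for Socs1, against 0.642. None of the alternatives set before the data were examined brings these within the paper's values. For Il27 the paper's value is about 2.7 in Fig. 4, read by eye, against 1.66, and median scaling alone, with 1.93, brings it within the paper's.

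In the paper's values of Figure S1, the log2 ratio with LOC1 less that with LPS is -1.17 for Cd164, against 0.24 here, and 0.87 for Cd80, against -0.30. Of the alternatives set before the data were examined only the deposited ratios, with -1.17 and 0.87, reach them. That match was fixed in advance, because the values of Figure S1 are those deposited ratios, for a dimmer probe of each gene. For Cd80 with LOC3 the paper's difference is 0.98, against -0.31, and again only the deposited ratios reach it, for the same reason. For measured genes, here and below, a difference reaches the paper's where it lies within the technical SD, 0.06 for bright and 0.32 for dim signals. For Siglec1 the paper's differences are 0.87 with LOC1 and 0.63 with LOC3, against 1.57 and 1.28. Only the mean of the detected probes, with 0.75 and 0.50, reaches them, by the wider SD of dim signals. Single other probes of Siglec1 had 0.84 and 0.60.

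For Dhx58 the paper's difference with LOC1 is 0.23, against 0.16, and normexp background correction, the deposited ratios and the mean of the detected probes reach it, with 0.17, 0.20 and 0.18, while the other such alternatives do not. With LOC3 it is 0.34, against 0.20, and only median scaling, with 0.39, reaches it. Another probe of Dhx58 had 0.20 and 0.31, within the paper's differences. For H2-K1 with LOC1 it is 0.67, against 0.46, and only median scaling, with 0.68, reaches it. With LOC3 it is 0.67, against 0.41, and no alternative set before the data were examined reaches it. Another probe of H2-K1 had 0.63 and 0.63, within the paper's differences. For Oas2 with LOC3 it is 0.49, against 0.62, and only quantile normalization, with 0.55, and the mean of the detected probes, with 0.54, reach it. Another probe of Oas2 had 0.45 with LOC3, within the paper's difference.

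No alternative set before the data were examined reaches the paper's difference for the following genes. For Cd69 it is 0.0047 with LOC1, against 1.27, and -0.022 with LOC3, against 1.43, and another probe had -0.03 and -0.06. For H2-Q10 it is -1.09 and -0.76, against 0.52 and 0.47, and the deposited ratios give the paper's differences for another probe, which was not well above background on any of the 3 arrays. For Ifi213 it is 1.64 and 1.19, against -0.65 and -0.41, and another probe had 1.61 and 1.16.

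The paper's log2 ratio of LPS-challenged to unchallenged macrophages is 1.3 for Ccl9, against 1.61 for the listed probe, 5.6 for Cd69, against 8.60, 1.5 for Csf2rb2, against 1.12, 2.7 for Dhx58, against 3.84, 1.5 for Il15, against 2.62, 10.3 for Il1b, against 13.16, 4.6 for Oas2, against 4.33, and 2.6 for Siglec1, against 3.12. No alternative set before the data were examined applies to these ratios. Another listed probe, looked at after the values were seen, had 2.78 for Dhx58, 1.55 for Il15, 10.31 for Il1b, 4.62 for Oas2 and 2.61 for Siglec1, within the paper's values. For Cd69 it had 5.76, outside the value in the paper's text and equal to that in Figure S1. The paper counts 4789 genes higher and 4687 lower with LPS, against 3577 and 3193 gene names listed here. These counts lay within 1.5 times of each other and were not taken as differences.

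The paper describes Il10 as not different between lactobacilli-treated and control macrophages, and it was at -1.21 with LOC1, or -0.99 under median scaling. Socs2 is described as raised by LOC1, and was at 0.12. Ccl8 and Cxcl1 are described as raised by LOC3 only, and were at 1.36 and 1.90 with LOC1 and at -0.14 and 0.32 with LOC3. For these genes the strains go as if exchanged between the paper's text and the sample labels, and which is right stays open. The labels were kept because Cxcl13 was lower with LOC1 than with LOC3, as described. The LOC1 and LOC3 values of Figure S1 also follow the labels. The discussion lists Csf2 and Cxcl1 as reduced by LOC1, and they were at 2.36 and 1.90. It lists Il18 as increased by LOC1, which was at 0.03, or -0.01 under quantile normalization. Siglec1 is described as raised by LOC3 only, and was at 1.57 with LOC1. CD200b is described as raised by LOC1 only and labels the heat map of Figure S1, whose values list Cd209b instead. The brightest probe of Cd209b was well above background with LOC3 only. Cd164 is described as lowered by both strains, and its brightest probe was at 0.24 and 0.27. Cd80 is described as raised by both, and its brightest probe was at -0.30 and -0.31, or 0.50 and 0.51 as the mean of its detected probes. Ccl28 and Cd200r4, described as changed by the strains, and Cxcl12 and Cd200r1, described as raised by LPS, were not well above background on any of the 3 arrays. Ifng, described as raised by LOC1 in qPCR, was not well above background on any of them.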

Other observations

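The test of sequence shared between IFN-α probes was chosen only after the result was seen, as was the value given for scaling of interferon-stimulated genes.

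Interferon-stimulated genes, none of them named by the paper, had a median log2 difference of 0.43 with LOC1 and 0.43 with LOC3, with 28 and 29 of 30 genes higher. The medians were 0.64 and 0.62 under median scaling and 0.38 and 0.32 under quantile normalization. The lowest under another scaling, 0.32, argues against scaling between arrays as the whole cause. An effect of the lactobacilli may underlie it, as a hypothesis, and a difference between single cultures was not tested.

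All 13 detected probes for 11 IFN-α genes were higher with LOC1 than with LPS, by 1.09 to 4.65 on the log2 scale or as a bound, and 12 with LOC3. The other probe was well above background on neither of those arrays. Signal shared between near-identical genes could raise several probes at once: 5 of the probes share at least 50 of 60 bases with a probe of another IFN-α gene. The 8 that share fewer were also higher with LOC1. Whether single genes or shared signal rose cannot be told apart, because only probes and not whole transcripts were compared.

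Among deposited ratios listed for 1 array only, 52.9% came from signals not well above background, against 27.7% of those listed for all 3 arrays. Dim signals are consistent with part of the ratios that single arrays list. No biological explanation was tested.

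The LOC1 + LPS and LOC3 + LPS arrays were nearer to each other than to the LPS array also over genes well above background on all 3 arrays, at 0.23, which argues against dim signals as the cause. With 1 array per condition, a difference between the LPS culture and the others stays open.

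The other lists had these medians with LOC1 and LOC3. Anti-inflammatory and tolerance genes were at -0.02, percentile 15.3, and -0.14, percentile 0.480. Unfolded protein response genes were at 0.11, percentile 66.2, and 0.25, percentile 98.3. NRF2 target genes were at -0.07, percentile 6.26, and 0.01, percentile 13.0. Glycolysis genes were at 0.07, percentile 40.4, and 0.07, percentile 13.7. Macrophage lineage genes were at -0.02, percentile 4.79, and 0.03, percentile 4.40. Several of these directions flip. Under median scaling the anti-inflammatory list was at 0.20 and 0.05, and with LOC1 the NRF2 list was at 0.15 and macrophage lineage at 0.20. With the deposited ratios the anti-inflammatory list was at 0.39 and 0.06. Under quantile normalization with LOC3, the NRF2 list was at -0.10, glycolysis at -0.05 and macrophage lineage at -0.08. These 3 lists were also below 0 with LOC3 for the 75th percentile over probes detected on all arrays. As the mean of the detected probes, glycolysis was at -0.18 and -0.05, and the NRF2 list with LOC3 at -0.03.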
